# Development of a porcine (Sus scofa) embryo-specific microarray: array annotation and validation

**DOI:** 10.1186/1471-2164-13-370

**Published:** 2012-08-03

**Authors:** Stephen Tsoi, Chi Zhou, Jason R Grant, J Alexander Pasternak, John Dobrinsky, Philippe Rigault, Julie Nieminen, Marc-André Sirard, Claude Robert, George R Foxcroft, Michael K Dyck

## Abstract

**Background:**

The domestic pig is an important livestock species and there is strong interest in the factors that affect the development of viable embryos and offspring in this species. A limited understanding of the molecular mechanisms involved in early embryonic development has inhibited our ability to fully elucidate these factors. Next generation deep sequencing and microarray technologies are powerful tools for delineation of molecular pathways involved in the developing embryo.

**Results:**

Here we present the development of a porcine-embryo-specific microarray platform created from a large expressed sequence tag (EST) analysis generated by Roche/454 next-generation sequencing of cDNAs constructed from critical stages of *in vivo* or *in vitro* porcine preimplantation embryos. Two cDNA libraries constructed from *in vitro* and *in vivo* produced preimplantation porcine embryos were normalized and sequenced using 454 Titanium pyrosequencing technology. Over one million high-quality EST sequences were obtained and used to develop the EMbryogene Porcine Version 1 (EMPV1) microarray composed of 43,795 probes. Based on an initial probe sequence annotation, the EMPV1 features 17,409 protein-coding, 473 pseudogenes, 46 retrotransposed, 2,359 non-coding RNA, 4,121 splice variants in 2,862 genes and a total of 12,324 Novel Transcript Regions (NTR). After re-annotation, the total unique genes increased from 11,961 to 16,281 and 1.9% of them belonged to a large olfactory receptor (OR) gene family. Quality control on the EMPV1 was performed and revealed an even distribution of ten clusters of spiked-in control spots and array to array (dye-swap) correlation was 0.97.

**Conclusions:**

Using next-generation deep sequencing we have produced a large EST dataset to allow for the selection of probe sequences for the development of the EMPV1 microarray platform. The quality of this embryo-specific array was confirmed with a high-level of reproducibility using current Agilent microarray technology. With more than an estimated 20,000 unique genes represented on the EMPV1, this platform will provide the foundation for future research into the *in vivo* and *in vitro* factors that affect the viability of porcine embryos, as well as the effects of these factors on the live offspring that result from these embryos.

## Background

The domestic pig is an economically-important livestock species, with pork constituting 40% of the world’s meat consumption, making it the most important meat source globally [1]. However, swine are also a well-recognized biomedical animal model for improving human health. Recent research has focused on using the pig as a medical model for renal transplantation [2], cardiovascular-related diseases [3], atherosclerosis [4] and Cystic Fibrosis [5]. As well, advances in induced pluripotent stem cell (iPSCs) technologies [6-8] make the pig an attractive model for regenerative medicine and stem cell research. As a result, there is a strong interest in the factors that affect the efficient production of viable embryos and offspring in this species using either *in vivo* or *in vitro* production methods.

During the preimplantation period of embryonic development, the mammalian embryo exhibits dramatic morphological changes and many key developmental events take place. Until recently, studies to determine the effects of various factors on embryonic development and competence have been limited to morphological and phenotypic evaluations [9-11]. Current understanding of the molecular events during the development of porcine preimplantation embryos is limited. Increased knowledge in this area will contribute to our understanding of basic reproductive biology. It will also allow us to identify the molecular markers related to embryonic quality, and facilitate improved maternal management as well as *in vitro* production and manipulation of embryos.

Powerful high-throughput genomic tools, such as microarray technologies and deep sequencing have been developed to study gene expression at the whole genome of domestic animals during development [12]. Deep sequencing allows for a detailed analysis of transcript levels, as well as data mining and identification of transcript isoforms. Alternatively, gene expression microarrays allow for efficient analysis of a large number of different predetermined transcripts in several samples, but are limited by prior knowledge and gene discovery. Although there are gene expression microarray platforms available for various species, most are based on somatic cell expression and it has been shown that the embryonic transcriptome differs significantly from that of somatic cells [13]. To date, the development of embryo-specific gene-expression microarrays has only been reported for cattle [14]. Although there have been efforts to characterize the gene expression profile of the developing porcine embryo [15-19], a full description of novel genes expressed during preimplantation development in the pig is still needed. With the on-going effort in porcine genome mapping and sequencing [20], the capacity to achieve this endeavour is now available.

To our knowledge, this is the first complete genome-wide study using 454 pyrosequencing and microarray analysis during porcine preimplantation development involving nine specific stages; from oocytes to early blastocysts. Here, we report the design of an oligo-microarray covering a total of 43,795 probes, which has been validated using gene expression profiles of porcine cumulus-oocyte-complexes (COC) and pooled embryos of 2-cells, 4-cells and 8-cells developmental stages. Further annotation of all genes incorporated into this microarray platform will also facilitate future research to define new pathways and the regulatory elements that are correlated to the factors affecting embryonic competence.

## Methods

### Embryo production and preparation

Porcine embryos of *in vitro* origin were generated by Minitube of America, Inc. (International Biotechnology Centre, Mt. Horeb, Wisconsin, USA). A total of 120 embryos were generated from eight different stages (2-cell, 4-cell early, 4-cell mid, 4-cell late, 8-cell, morula, expanded blastocyst and hatched blastocyst), as well as 30 oocytes at Germinal Vesicle (GV) and MII stages. A total of 15 embryos or oocytes were collected from each stage. Following culture and selection, five identical embryos or oocytes from each stage were placed into 50 μl of lysis buffer from Arcturus® PicoPure® RNA Isolation kit. All samples were shipped on dry ice to the University of Alberta and stored at −80°C until RNA extraction.

Porcine embryos of *in vivo* origin were generated and collected as described by Degenstein *et al.*. [21]. A total of 121 embryos and oocytes were generated at nine different stages of development: Germinal vesicle (GV) (N = 16), MII (N = 15), 2-cell (N = 13), 4-cell early (N = 19), 4-cell late (N = 15), 8-cell (N = 12), morula (N = 18), expanded blastocyst (N = 8) and hatched blastocyst (N = 8). All samples were stored at −80°C until RNA extraction.

### Normalized cDNAs preparation and sequencing

RNA was first extracted from pooled samples described above using Arcturus PicoPure RNA Isolation Kit (Applied Biosystems, Carlsbad, CA, USA). High-quality total RNA was obtained after DNase treatment using RNase-Free DNase kit according to the protocol from Qiagen (Mississauga, On, Canada). Bioanalyzer RNA 6000 Pico LabChip (Agilent Technologies, Mississauga, On, Canada) was used to evaluate the total RNA quality. RNA Integrity Number (RIN) index was used as a numerical assessment of the integrity of RNA.

A yield of 25.4 (RIN =8.4) and 50 (RIN = 7.7) ng of total RNA was obtained from *in vitro* and *in vivo* samples respectively and used for first-strand cDNA synthesis using Super SMART PCR cDNA Synthesis Kit (Clontech, Mountain View, CA, USA) with the following modifications. Reverse transcription (RT) was carried out with the SMART MMLV reverse transcriptase and the RT reaction was extended to 90 minutes at 42°C. Following second strand amplification, 3.1 μg of purified cDNA was obtained using a QIAquick Mini Elute kit (Mississauga, On, Canada). The cDNA library was normalized according to the Trimmer Direct Kit protocol (Evrogen, Russia) to minimize differences in representation of transcripts. This normalization protocol is based on denaturing-reassociation of cDNAs, followed by digestion with a duplex-specific nuclease (DSN) method [22] to remove the highly-abundant cDNA fraction. In brief, 1 μg and 880 ng of cDNAs from *in vitro* and *in vivo* generated embryos were incubated at 98°C for 2 minutes followed by incubation at 68°C for 5 hours in the provided hybridization buffer (50 mM Hepes, pH7.5 and 0.5 M NaCl). The optimal digestion was treated with 1/8 units of DSN. The normalized cDNA was then amplified from 1 μl of DSN-treated cDNA by PCR reactions (11 cycles) involving: 95°C for 1 minute, followed by 12 cycles with 95°C for 15 seconds, 64°C for 20 seconds and 72°C for 3 minutes, with a final extension of 72°C for five minutes and clean up with a QIAquick Mini Elute PCR column (Qiagen, Mississauga, ON, Canada).

In order to improve the pyrosequencing yield, an additional BAL 31 nuclease digestion was carried out on a portion of the cDNAs to remove homopolymers according to the protocol provided by USB Corporation (Cleveland, OH.) . The reaction was performed at 30°C for 2 minutes and the nuclease activity was stopped by adding 0.5 M EGTA. The reaction mix was passed through QIAquick Mini Elute PCR column. The quality of the cDNA was verified by 1% TAE agarose gel electrophoresis before 454 sequencing. Then 20 μg of normalized cDNA library was obtained and 15 μg of this sample was nebulized with the nebulization kit supplied with the GS Titanium Library Preparation kit (Roche/454 Life Sciences Corp., Bradford, CT, USA) as per the protocols of the 454 sequencing Laboratory at McGill University and Genome Quebec Innovation Centre (Montreal, QC, Canada). Sequencing runs were carried out using high-throughput pyrosequencing Genome Sequencer FLX (454 Life Sciences Corp., Bradford, CT, USA). The original 454 sequencing output data was preserved as SFF (Standard Flowgram Format) files. Sequences were deposited at the NCBI short-read archive (SRA) under accession number SRA029132.1.

### 454 sequencing analysis and microarray fabrication

Initial 454 sequence analysis and microarray probe sequences design were performed by Gydle Inc. bioinformatics service (Quebec City, Canada, http://www.gydle.com/). Raw sequences were transformed into high-quality (HQ) sequences according to Gydle Inc.'s proprietary sequence filtration process. This process utilizes the sequence and quality scores of each sequence read to identify its context (presence of 5’ or 3’-end adapters, sequencing direction, detection of artefacts), to trim the sequence to a high-quality interval, and to remove bacterial and ribosomal contaminants. EST sequences from all sources (454 and UniGene Ssc build#39, Aug. 23, 2010) were then aligned (Nuclear software, Gydle Inc.) to the available annotated porcine reference genome to characterize annotated genes and NTR’s (Novel Transcript Regions). As the porcine genome is currently in a semi-complete, semi-annotated state, a mix of porcine genome sources from Ensembl Genome Browser (Sscrofa_9 & pre-version of Sscrofa_10) and NCBI UniGene (Ssc build#39, Aug. 23, 2010) were used as the porcine reference genome for the initial probe annotation. Based on this initial analysis 60 -mer oligo-sequence probes were designed by Gydle Inc. and were used for microarrays synthesis *in situ* using the Agilent SurePrint™ technology (Agilent Technologies, Mississauga, On, Canada) with a 4 × 44 K format. This technology allows for the generation of arrays with tens of thousands of oligonucleotides that are constructed using an ink-jet oligonucleotide synthesizer [23]. A total of 43,795 probes including positive and negative controls representing 23,148 genes appear on the EMPV1 microarray (Additional file 1 and Additional file 2). The custom microarray design of the platform, including the original and updated annotation has been submitted to the NCBI GEO (Gene Expression Omnibus). The accession number of the platform is GPL14925.

### Microarray procedures

#### Samples collection for microarray platform validation

Ovaries from gilts were collected at a local slaughterhouse and the cumulus–oocyte complexes (COC) were aspirated from mature follicles and washed in saline solution. The COCs were used in this validation process as they provide tissues of both somatic (cumulus) and gametic (oocytes) origin. Individual COC samples were stored at −80°C until RNA extraction. *In vivo* collection of 2-cell, 4-cell and 8-cell stages embryos has been previously described [21]. Five morphologically identical embryos of from each stage were pooled for RNA extraction. Arcturus® PicoPure® RNA Isolation Kit (Applied Biosystems, Carlsbad, CA, USA) was used for both single COC and pooled-embryo extraction. Total RNA quality was evaluated with an Agilent 2100 Bioanalyzer using RNA 6000 Pico kit (Agilent Technologies, Mississauga, ON, Canada). The RIN value of the two COC samples were >8. The RIN value of 2-cell, 4-cell and 8-cell embryos was 5.9, 6 and 6 respectively. It should be noted that there are consistently low levels of ribosomal 28 S RNA present in 2-cell, 4-cell and 8-cell embryos which result in lower RIN values [24], so these samples were still considered suitable for RNA amplification.

### RNA amplification

RiboAmp HS^Plus^ kit (Applied Biosystems, Carlsbad, CA, USA) was used to amplify the low quantities of total RNA isolated from the samples. Five ng of total RNA from the COC samples was used for amplification of adequate antisense RNA (aRNA) for labelling. However, only 1.5 ng to 2 ng of total RNA from pooled embryos were utilized in amplification. Nanodrop ND-1000 (NanoDrop Technologies, Wilmington, DE, USA) was used to determine the aRNA quantity. The Agilent two-color RNA Spike-In® kit (Agilent Technologies, Mississauga, ON, Canada) is a mixture of 10 different viral poly-adenylated RNAs. Five ng of spiked-in RNA was also used for amplification.

### Labelling and hybridization

Two μg of aRNA from each sample were labelled with Cy3 and Cy5 using the ULS Fluorescent Labeling Kit (Kreatech Diagnostics, Amsterdam, Netherlands). The same kit was used for the spiked-in aRNA except the amount for labelling was 5 μg of each, using Cy3 for A and Cy5 for B. All the labelled probes were purified using picopure RNA extraction kit (Applied Biosystems, Carlsbad, CA, USA). Concentration and labeling efficiencies were determined using a Nanodrop ND-1000.

Samples were labelled with alternate dyes and hybridized on a single EMPV1 microarray in a dye-swap manner with the alternate dye colours used as technical replicates. A total of 110 μl of hybridization mixture was prepared according to the manufacturer's instructions (Agilent Gene Expression Hybridization Kit 60-mer oligo microarray protocol version 4.0). Briefly, a total of 825 ng of each Cy3 and Cy5 labelled aRNA plus 2.75 μl of labelled Agilent spike (0.01X) was prepared with 25X fragmentation and 10X blocking buffers. After incubating the mixture at 60°C for 15 minutes, it was immediately cooled on ice for one minute before adding an equal volume of 2X GEx hybridization buffer HI-RPM (Agilent Technologies, Mississauga, ON, Canada). Array hybridization was carried out for 17 hours at 65°C rotating at 10 rpm in an oven. Steps for washing, stabilisation and drying as indicated in established Agilent protocols were strictly followed.

### Array data acquisition and spiked-in quality control (QC) analysis

Arrays were immediately scanned at 5 μm resolution after drying using an Axon 4200AL scanner (635 nm for Cy5 and at 532 nm for Cy3) using the autoscan feature from the default setting and images were analysed with Gene Pix Pro 6.0 software (Molecular Device, Sunnyvale, CA 94089 USA). Analysed images were manually edited for any spots with hybridization artefacts and flagged for exclusion in further analysis. Data from spot intensity, background subtraction and normalization was saved as GenePix Results (GPR) format for further array QC analysis. A web-based EmbryoGENE microarray QC module (https://www.gydle.com/embryogene/qc) was created by Gydle Inc and GPR files were uploaded for analysis. Agilent spiked-in control intensities were used to identify the best normalization procedure for each dataset. Hybridization quality was evaluated graphically through the distribution of signals generated by both channels, in addition to the negative and spiked-in controls [14]. Microarray data analysis was performed using FlexArray (version 1.6 - http://genomequebec.mcgill.ca/FlexArray). All the steps of the analysis were done according to Robert *et al.*. [14]. The limma algorithm in FlexArray, based on the limma package in bioconductor [25] was used for the direct comparison of two COC samples and technical replicates of pooled embryos from 2-cell, 4-cell and 8-cell stages after dye-swaps. The threshold for positive spot selection for the COC and embryo microarray data was calculated as the mean value of all the dark corner spots plus twice the standard deviation [26].

### Bioinformatics tools and analysis

A sequence assembly program “SeqMan NGen” within LaserGene 9.0 package (DNASTAR, Madison, WI, USA) was used to compare the EMPV1 probe sequences with porcine RefSeq RNA sequences downloaded from NCBI (Index of ftp://ftp.ncbi.nih.gov/genomes/Sus_scrofa/RNA/). The porcine RefSeq sequences was newly annotated in April 2011 (26,189 RNA sequences) and was based on the mixed BAC and WGS-based assembly of the porcine genome (Sscrofa10) released by the Swine Genome Sequencing Consortium. It includes assemblies for chromosomes 1–18, X and Y located at NCBI. The default SeqMan NGen program parameters were used with some minor changes (Additional file 3). Additional porcine transcripts without GS were annotated using the public Basic Local Alignment Search Tool [BLAST®] from NCBI search with the human RefSeq RNA (46821 sequences). The resulting unique GS lists from the EMPV1 array and Affymetrix porcine genome array http://www.affymetrix.com/estore/index.jsp were initially uploaded into PANTHER (http://www.pantherdb.org/genes/batchIdSearch.jsp) to identify PANTHER-classified genes, transcripts, and proteins related to the gene ontology (GO). Then the GO terms were uploaded into the PANTHER expression analysis tool [27] to identify biological processes that differed from the reference list. The *Homo sapiens* genome (human) was used as a reference gene list, which allowed for the identification of developmental-related processes from the GO terms that were statistically over- and under-expressed using a binomial test.

## Results and discussion

### Construction of two normalized cDNA libraries and quality control of 454 sequencing

The primary goal of this research was to develop a microarray platform to study the early development of porcine embryos before implantation. Porcine microarrays have been widely used in functional genomics research; however they have not been designed specifically for the detection of the gene expression during early embryonic development. Generally, these probe sequences have not been generated from preimplantation embryonic tissues and there has been limited extensive deep sequencing projects related to porcine preimplantation embryonic development. From previous porcine EST studies using non-normalized cDNA from early embryos [18,19], only highly-expressed genes were found. Using the Sanger sequencing method, the total number of unique transcripts from these studies was low (less than 3,000 genes) and they were not able to represent the expression levels of the original samples. In order to facilitate characterization of the porcine embryonic transcriptome, cDNA normalization using duplex-specific nuclease (DSN) and 454 deep sequencing were conducted to account for low abundance of mRNA transcripts in developing embryos produced using both *in vitro* and *in vivo* procedures. Although the DSN method has been previously used to normalize cDNA libraries from a number of animal and plant models [28], this is the first time it has been successfully applied to cDNA library construction generated from pig embryo RNA and followed by 454 sequencing.

A pilot 454 sequencing test was conducted using a 1/8 plate to analyse the profile of the overall size and length distribution of the transcripts. The sequencing result did not reach the optimal yield because the number of reads for long sequences (300–400 bp) was less than for the short sequences (<100 bp) in cDNAs from both *in vivo* (IVV) and *in vitro* (IVT) sources (Figure 1A). Long homopolymeric (A:T) regions in cDNA may have resulted in sequencing reads of low quality for the 454 sequencing. To address this, methods have been developed using modified primers during the first strand of cDNA synthesis [29], however these methods are not suitable for application after library synthesis. Therefore, we adopted an old nested deletion method of cloning [30] to improve the sequencing yield. Time-series testing was first performed and demonstrated that after 2 minutes, there was visible fragment size changes detected by gel electrophoresis (Figure 2). Using this approach we were able to dramatically improve the 454 sequencing quality compared to the previous results (Figure 1A). The number of sequencing reads with longer lengths (350–450 bp) was increased in the BAL-treated IVV and IVT libraries from four to six fold respectively (Figure 1B). In general, the total initial run of 454 pyrosequencing generated 388,002 reads from two normalized cDNA pools (IVT & IVV). However, after BAL-treatment the total sequencing output almost increased 3 fold to 1,129,843 reads from two BAL-treated normalized cDNA pools (Table 1). After trimming and screening, approximately 233,570 and 886,720 high-quality (HQ) sequences remained from the normalized cDNA pools without and with BAL treatment respectively. In total, 1.5 million raw 454 sequences were produced, which yielded 1.12 million HQ EST sequences. The HQ porcine ESTs were used to augment the porcine gene catalogue for the EmbryoGENE project.

**Figure 1:**
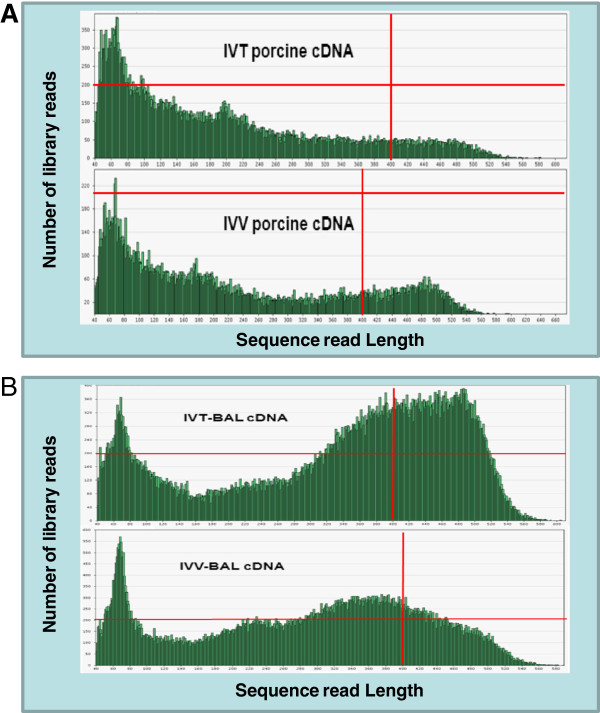
**Distribution of sequence length and number of reads from 454 sequencing of two cDNA libraries before (A) and after (B) BAL 31 nuclease digestion.** The vertical and horizontal red line indicates the read length at 400 bp and the number of reads at 200 respectively.

**Figure 2:**
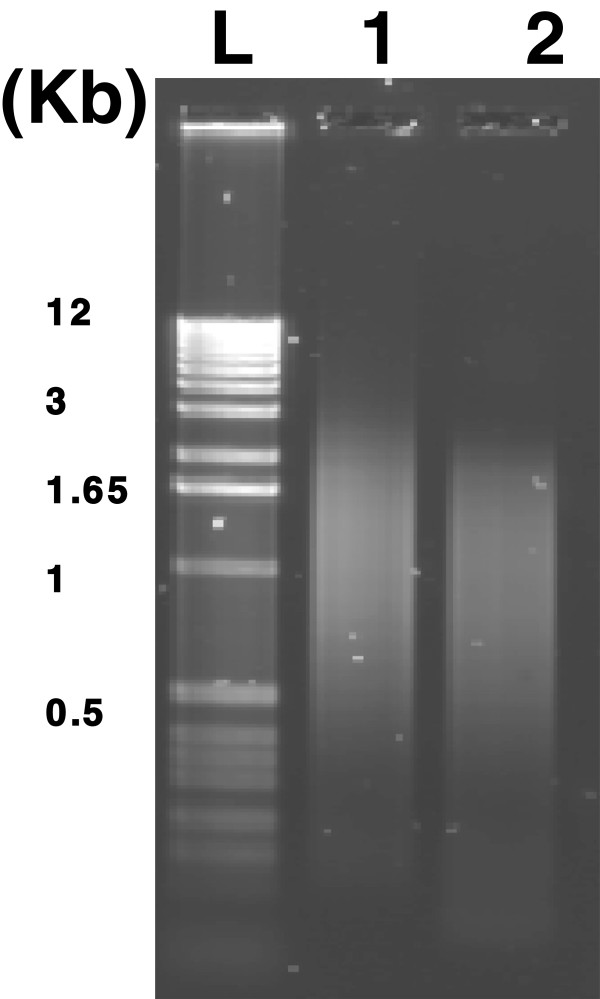
**Agarose gel electrophoresis analysis of the normalized cDNA.** Normalized cDNA as revealed by electrophoresis before (lane 1) and after (lane 2) BAL 31 nuclease digestion. The 1 kb DNA ladder (L) was loaded as size markers.

**Table 1:** Summary of 454 sequencing data before and after trimming between two normalized cDNA treated with and without BAL

**Batch ID**	**# of Raw sequences**	**# of high quality sequences**	**Library ID**	**Description**
PVT0101	49,385	14,186	PVT01	In vitro 454 library (2009)
PVT0102	45,491	20,316	PVT01	IN vitro 454 library (2009)
PVT201	113,399	86,481	PVT02	IN vitro 454 library (2010)
PVV0101	57,208	25,611	PVV01	In vitro 454 library (2009)
PVT0102	25,732	13,428	PVV01	In vitro 454 library (2009)
PVT0201	96,787	73,548	PVV02	In vitro 454 library (2010)
**Sub Total**	**388,002**	**233,570**		
PVT0301	103,807	84,146	PVT03	IN vitro BAL-treated 454 library (2010)
PVT0302	253,539	215,845	PVT03	In vitro BAL-treated 454 library (2010)
PVT0303	241,363	205,195	PVT03	In vitro BAL-treated 454 library (2010)
PVV0301	93,020	73,307	PVV03	In vitro BAL-treated 454 library (2010)
PVV0302	438,114	308,218	PVV03	In vitro BAL-treated 454 library (2010)
**Sub Total**	**1,129,843**	**886,720**		

Library ID with 01–02 and 03 represent cDNAs without and with BAL treatment respectively.

The initial sequencing annotation was performed by Gydle Inc. using the porcine databases described in the methods section. In general, the EMPV1 array features 43,795 probes including 17,409 protein-coding, 473 pseudogenes, 46 retrotransposed, 2,359 non-coding RNA (snRNA, snoRNA, etc.), 4,121 splice variants in 2,862 genes and a total of 12,324 NTR. Based on initial annotation of porcine genes at that time, 11,961 unique genes, with gene symbol,were identified from a total of 43,795 probes (Additional file 1 and Additional file 2). A large portion of the EMPV1 probe sequences, particularly for the NTR, were without gene identification and symbols.

### EMPV1 Microarray annotation and functional analysis

From the EMPV1 microarray, 25,886 probes were selected that included the NTR and sequences without GS (Additional file 4). They were then searched against the most recent version of the porcine genome (Sscrofa10 released in April, 2011) as described in the methods using the search parameters for LaserGene 9.0® with a minimum match setting of 98% (Additional file 3). The annotation workflow is described in Figure 3. Approximately 43% of all entries produced significant hits when queried against the nucleotide database from porcine RefSeq RNA and were thus classified as annotated. Of these annotated probe sequences, 4,044 were identified with GS (Additional file 5). However, more than 50% the annotated sequences were designated as unknown and their GS had an “LOC” prefix. Using the extended sequences and referring to each RefSeq RNA accession number corresponding to 7,148 sequences without GS (Additional file 5), the extended sequences were compared to the NCBI human RefSeq RNA database by BLAST search to yield 5,389 annotated sequences (Additional file 6). By assessing all the previously and newly annotated genes, any redundant GS were removed and a list of 16,281 unique GS (Additional file 7) was uploaded to establish GO terms in PANTHER-classified genes, transcripts, and proteins as described in the Methods. A total of 13,797 human mapped GS were found and this data, with additional GO term annotation, was exported into Excel (Additional file 8). A major portion of the GO molecular functions were related to binding (GO: 000548) and catalytic activity (GO: 0003824) and these occupied more than 50% of the total related function (Figure 4A). Most genes in these two categories are associated with transcription factors (PC00218), nucleic acid binding protein (PC00171) and transferase (PC00220) indicated by red, green and blue colour respectively in the piechart (Figure 4B), which are processes typically found in the developing embryo. However, in the context of this study one cannot associate the transcripts’ origin to a specific embryonic stage.

**Figure 3:**
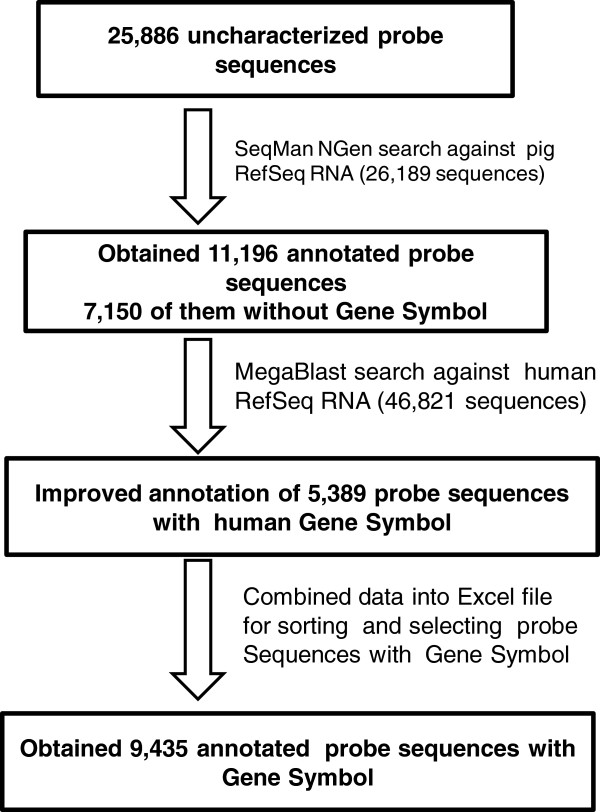
EMPV1 array probe sequences annotation work flow.

**Figure 4:**
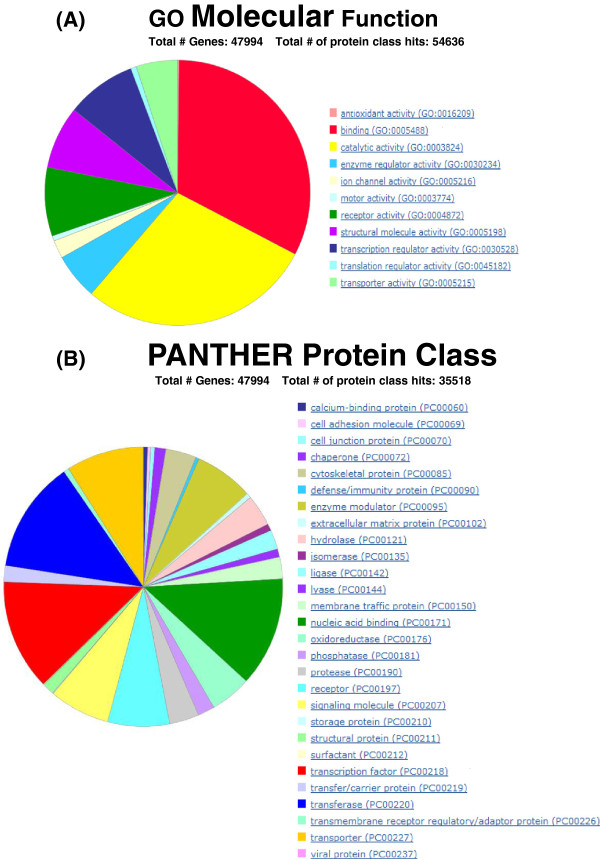
**PANTHER gene ontology of EMPV1 array probes with unique GS.** Distribution of genes associated with **(A)** GO molecular function and **(B)** PATHER protein class.

Normalization of the cDNA pooled from different stages of preimplantation embryos was employed as a technique to facilitate gene discovery efforts. A major goal of this study was to identify embryo-specific genes through deep sequencing after the original enrichment process of rare genes from the normalized cDNA libraries. In order to prove that the selected EMPV1 probe set was enhanced with genes related to developmental processes, we selected a commercially available Affymetrix porcine array for comparison using PANTHER as described in the Methods. The Affymetrix GeneChip® Porcine Genome Array is widely used in pig functional genomics research [31] and the probe set is frequently annotated through the human database to obtain additional GS [32,33]. To assess the level of incorporation of embryo-specific genes on the EMPV1 platform, it was compared to this popular array. After removing the common GSs from both arrays, the probe IDs with unique GS from the Affymetrix array and EMPV1 were determined to be 5,221 and 9,425, respectively (Additional file 9). Using a gene expression tool from PANTHER [27], GSs were mapped to the PANTHER ontology and compared to a reference list. In this case, each unique list was compared to the reference list (Human) using the binomial test [34] for biological processes in PANTHER.

Within the distribution of GO in Human, 130 categories of biological processes were covered (not including the unclassified processes), the statistical significance of the gene count in the EMPV1 versus Affymetrix arrays over different categories was calculated and identified. PANTHER predicated that 37 (highlighted with yellow in Additional file 10) and 23 (highlighted with green in Additional file 10) of these were statistically significant (p value < 0.05) in EMPV1 and Affymetrix arrays respectively. None of the Affymetrix porcine array categories were related to development. However, approximately 1/3 of the 37 EMPV1 categories were significantly involved in development as indicated in Figure 5. This indicates an increased efficiency in gene discovery and an enhanced detection of genes related to early preimplantation embryonic development using the normalization method for cDNA construction and 454 deep sequencing.

**Figure 5:**
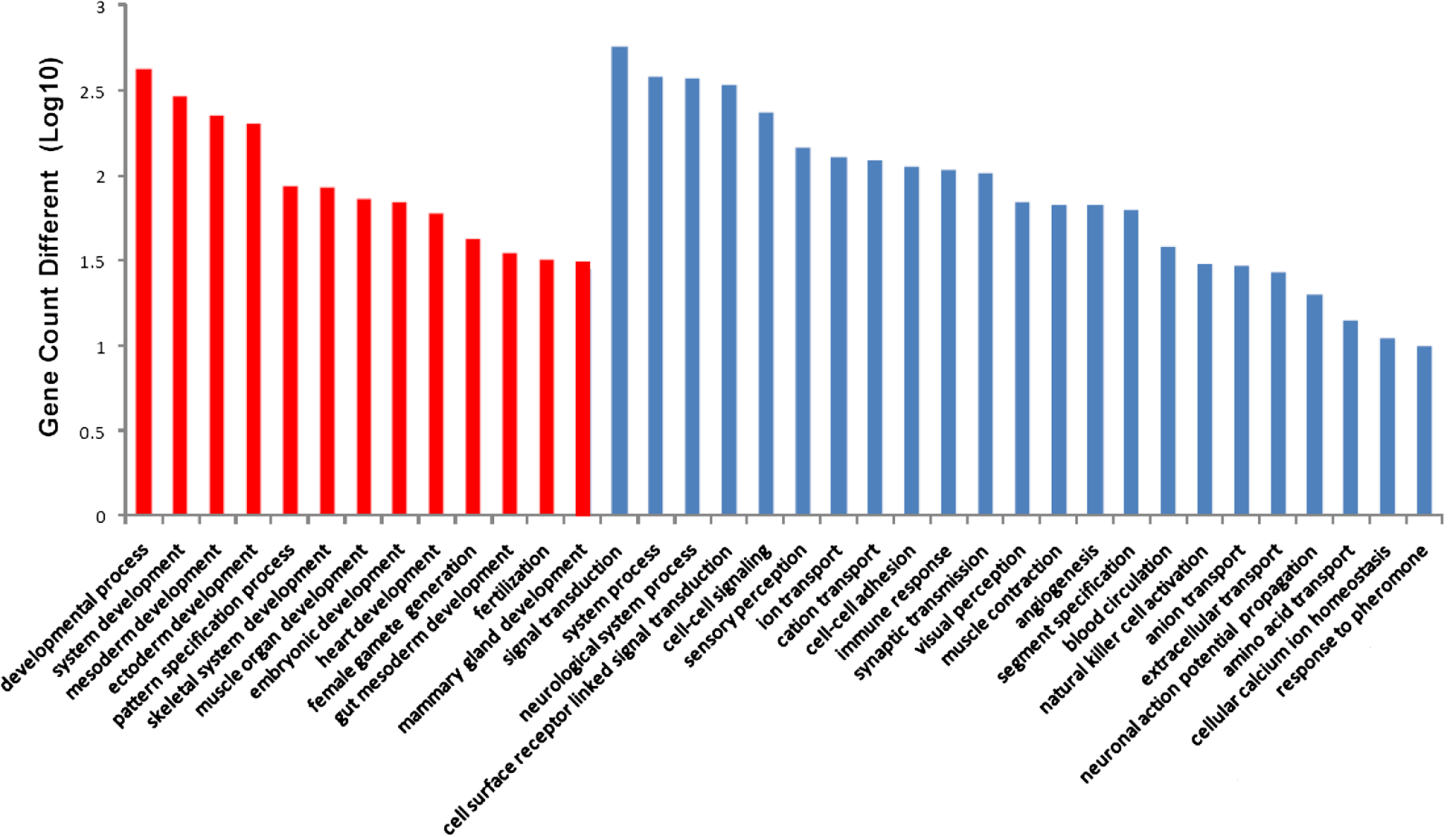
**Gene count different distributed among different categories from biological process in EMPV1 array probes with unique GS.** Red bar indicated statistical significant gene count related to development.

Furthermore, PANTHER pathway analysis of GO terms related to several biological processes of interest such as developmental processes, system development, embryonic development, pattern specification processes, ectoderm and mesoderm development, revealed six major molecular pathways (Figure 5). These include Wnt signalling pathway, TGF-beta signalling pathway, cadherin signalling pathway, interleukin signalling pathway, PI3 kinase pathway and insulin/IGF pathway- protein kinase B signalling cascade (Table 2). The important role of these six pathways and other extrinsic regulators has been reviewed in mouse and human preimplantation embryonic development (PED) and stem cell related studies [35,36]. The manner in which these pathways influence self-renewal, pluripotency and differentiation of PED and embryonic stem cells is under active investigation [37,38], but is not well understood in pigs. However, coupling of these pathways with their distinct expression patterns, the relative concentrations of pluripotency-related molecules, and timing of embryo development, along with supportive micro-environmental conditions, will need to be the subject of on-going research to determine if and how these and other transcripts are related to porcine embryonic development [39,40].

**Table 2:** PANTHER pathway analysis of developmental processes

**Category name (Accession)**	**# genes**	**Percent of gene hit against total # genes**	**Percent of gene hit against total # Pathway hits**
Wnt signaling pathway (P00057)	109	5.20%	8.60%
TGF-beta signaling pathway (P00052)	80	3.80%	6.30%
Interleukin signaling pathway (00012)	71	3.40%	5.60%
Insulin/IGF pathway-protein kinase B signaling cascade (P00033)	56	2.70%	4.40%
Pl3 kinase pathway (P00048)	56	2.70%	4.40%

Again, the unique GS list used for this additional pathway analysis confirms the effectiveness of the gene discovery techniques in this study, As well, the representation of the newly identified embryo-specific genes on our EMPV1 microarray is expected to facilitate cost effective and fruitful functional genomics research related to early porcine embryo development in the future.

### Microarray quality assessment

With the current incompleteness of the porcine genome map and the limited ESTs resources, RNA-sequencing is not a cost effective tool to study the effect of *in vivo* and *in vitro* factors on the porcine embryonic model. However, using our normalized cDNA libraries for deep sequencing, we have enriched the porcine transcripts from different early developmental stages to construct the EMPV1 microarray platform. After 2005, high background cDNA microarrays were generally replaced by oligo-based microarrays generated by companies such as Affymetrix and Agilent. Expression analysis studies of Arabidopsis indicated that the two microarray technologies (Affymetrix and Agilent) are consistent when compared with each other [41]. Recently, the most popular commercially available porcine oligo arrays from Agilent and Affymetrix have been widely used to study gene expression related to meat quality [42], nutrition [43], disease infection [44], female reproduction [45,46] and peri-implantation embryos [47]. The Agilent two-color microarray platform was chosen as the format to construct the EMPV1 microarray as outlined in the Methods. To access the EMPV1 microarray, labelled aRNAs from technical replicates of the same sample from pooled embryos and two porcine COC samples were tested for the intra- and inter-array variability [48]. The COCs were used for this purpose as they are composed of both reproductive (oocyte) and somatic (cumulus) cells, which was optimal for validation purposes as it augmented the number of genes represented on the array from both origins would be hybridized. There are also 120 spiked-in probe sequences printed in our array corresponding to two sets of external RNA controls for the assessment of microarray performance developed by Agilent [49]. In order to perform the data analysis properly, details related to the microarray experiments were first deposited into the EmbryoGENE LIMS and Microarray Analysis (ELMA) web platform [14]. The microarray QC module within ELMA generated several QC graphics to determine the quality of the data for further analysis by FlexArray, as discussed in Methods. We first evaluated the results from pooled embryos graphically in FlexArray. The aRNA from the same sample was labelled with Cy3 and Cy5 to test the fluorescent dyes’ effect due to labelling and hybridization. The Cy3 and Cy5 signal intensity distribution curve was very narrow (r^2^ = 0.97) with very few spots over the two-fold change threshold intensity line (Figure 6). Later, inter-array variability was tested using two biological COC samples. This was based on the correlation coefficient generated from the spiked-in control (r^2^ was ≥ 0.95) within and across the arrays for the two slides in the COC test-run experiment (Additional file 11). 

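RNA from 2 single cumulus-oocyte complexes, named COC7 and COC4 in the sample labels, was compared on 2 arrays. A COC holds 1 oocyte, the gamete, with the somatic cumulus cells that surround it, so transcripts of both kinds of cell are measured together. For each COC, 5 ng of total RNA was amplified, and 825 ng of labelled aRNA per dye was hybridized for 17 h at 65°C. On array 1 COC7 carried Cy5 and COC4 carried Cy3, and on array 2 the dyes were exchanged, so both arrays measure the same pair of RNAs and count as 1 replicate. The authors' normalized log2 ratios of 43794 probes on each array were used, with a median of 0.0030 (SD 0.33) on array 1 and 0.0014 (SD 0.29) on array 2. Of these probes, 18121 carry 1 gene symbol in the platform annotation (11938 symbols in all), 0 carry several and 25673 are unnamed here. The sign of array 2 was turned and the 2 arrays were averaged, so that an effect of the dye that is equal on both cancels. A mean above 0 is called the COC7 side and a mean below 0 the COC4 side, and the value after ± is the distance from the mean to either array, a technical spread. Because this distance also holds the dye effect that the mean cancels, a small value is not a measure of precision. The spike-in RNAs, labelled alike for both arrays, keep their sign on both, so the ratios of both arrays run in the same direction of the dyes. That direction was taken as Cy5 over Cy3, after the order of the channels in the labels alone. The sources used here state neither the direction nor how the ratios were centred, and if it ran the other way, every sign would turn together and COC7 and COC4 would change places. For a gene with several probes the probe values were averaged. With 1 COC on each side there is no test between them and the number of arrays limits the precision, so a list of genes was described by its median log2 ratio and the percentile of that median among 10000 random lists of as many genes. Channel signals were not analysed here, so detection and level per gene were not computed and the random lists were not matched on signal.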

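The 10 viral E1A RNAs of the spike-in mixture, which stand for no porcine gene, kept the sign of their ratio on both arrays. Of these, 6 lay above 0 and 4 below 0, from E1A n9 at −2.04 ± 0.13 (SD, n = 32 spots) on array 1 and −2.18 ± 0.10 on array 2 to E1A a22 at 2.49 ± 0.14 and 1.70 ± 0.14. Across the 320 E1A spots, Pearson's r between the arrays was 0.988 (r² = 0.975) and Spearman's rho was 0.976. These spots are not independent replicates. The correlation is one of ratios, whereas the paper's is one of intensities, so the values are not the same measure. The E1A spots carry signal but no difference between the COCs, yet their contrast had an SD of 0.14 and lay up to 0.51 from 0. A ratio of unequal size on the arrays, as for E1A a22, thus does not cancel in the mean. The 153 negative control spots and the 604 dark corner spots, which bind no transcript, gave a contrast between the COCs with an SD of 0.10 and 0.11, against 0.19 over all probes for transcripts. For porcine transcripts, as for these control spots, the part of the ratio that follows the dye was larger than the part that follows the COC. INHA, the alpha subunit of inhibin made by granulosa and cumulus cells, had a turned log2 ratio of −2.70 on array 1 and 0.97 on array 2, and FST, the activin-binding follistatin, had −2.08 and 1.40. ID2, an inhibitor of helix-loop-helix factors, likewise had −1.92 and 0.35, and HSPA5, a chaperone of the endoplasmic reticulum, −1.59 and 0.33. Across all 43794 probes the turned ratios of the 2 arrays had a Pearson's r of −0.268 and a Spearman's rho of −0.326, and 62.9% of probes had opposite signs. The mean without turning, which keeps the dye and cancels the COC, had an SD of 0.25 and passed 2-fold at 124 probes. Its SD was 0.13 in the negative control spots and 0.19 in the dark corner spots, so part of it arises without a transcript. 

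**Figure D1:**
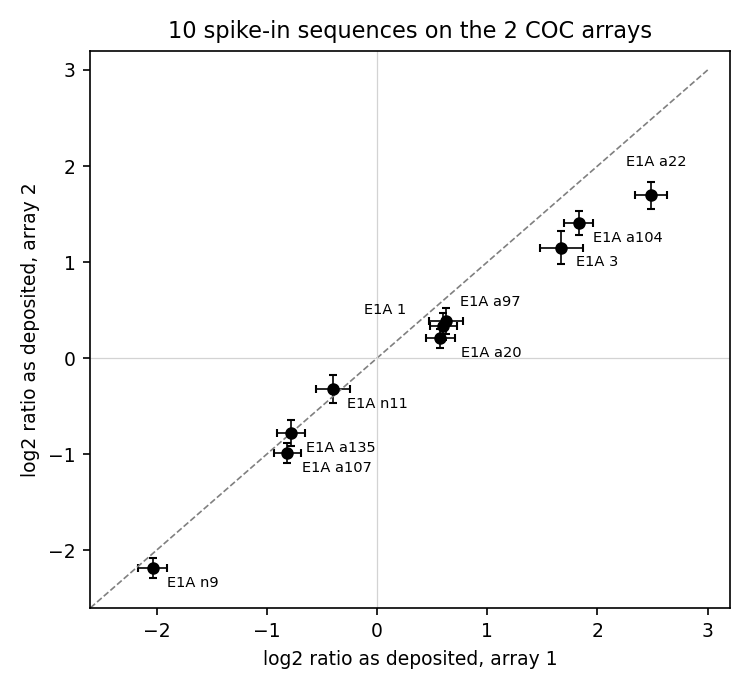
Log2 ratios of the 10 spike-in sequences as deposited, array 1 on the x axis and array 2 on the y axis. Points are means of 32 spots, bars are SD and the dashed line marks equal values. The sequences keep their sign on both arrays, from E1A n9 at the lower left to E1A a22 at the upper right.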

Data was further normalized within and across arrays and a MA plot of contrast between two COC samples was generated by FlexArray after Limma algorithm. There were 72 spots that differed (fold change ≥ 2 or ≤ 0.5) and were considered to be the result of biological variation between the two COC samples (Figure 7) in this test run.

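Among named genes with a 2-fold contrast and the same sign on both arrays, those on the COC4 side included genes of the cumulus matrix and of granulosa cells. RGS5, a regulator of G-protein signalling, had the largest contrast of them, a log2 ratio of −2.13 ± 0.91 or 4.38-fold, followed by GKN1, a gastrokine, at −1.90 ± 0.60, and PENK, the precursor of enkephalins, at −1.44 ± 0.10. TNFAIP6 and VCAN, a hyaluronan-linking protein and a proteoglycan of the expanding cumulus matrix, had −1.28 ± 0.60 and −1.10 ± 0.29. NR5A2, a nuclear receptor of granulosa cells, had −1.12 ± 0.37, AKR1CL1, an aldo-keto reductase, −1.10 ± 0.17, GSTA4, a glutathione transferase, −1.09 ± 0.31, TMEM167A, a Golgi membrane protein, −1.01 ± 0.21 and LOC100514912 −1.20 ± 0.17. On the COC7 side, CISH, an inhibitor of cytokine signalling, had 1.84 ± 1.76, a value that rests on 1 array (0.079 on array 1 and 3.59 on array 2). DEGS2, a sphingolipid desaturase, had 1.30 ± 0.49, GALK1, the first kinase of galactose breakdown, 1.19 ± 0.65, MACROD1, a hydrolase of ADP-ribose links, 1.16 ± 0.78, PSMG4, a proteasome assembly chaperone, 1.12 ± 0.50, TCIRG1, a subunit of the vacuolar proton pump, 1.02 ± 0.41 and LOC100511352 1.01 ± 0.12. On array 1 and array 2, MACROD1 had 1.94 and 0.37, GALK1 1.84 and 0.54, PSMG4 1.63 and 0.62 and DEGS2 1.79 and 0.82. LOC100511352 was also larger on array 1, where COC7 carried Cy5, while CISH and TCIRG1 were larger on array 2. None of these genes of the COC7 side was 2-fold on both arrays. In all, 76 of 43794 probes (0.174%) differed by 2-fold or more between the COCs, 40 on the COC7 side and 36 on the COC4 side. Of these, 41 carry one of 33 gene symbols and 73 had the same sign on both arrays. A 2-fold difference on each array separately was met by 1 probe on the COC7 side and 13 on the COC4 side. Array 1 alone gave 620 probes and array 2 alone 326, with the dye not balanced. The paper states that the spots past 2-fold were considered the result of biological variation between the COC samples.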

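The lists of ribosomal protein, glycolysis, oxidative phosphorylation and housekeeping genes lay on the COC4 side. Of 47 ribosomal protein genes measured, 45 were below 0 and 2 above, with a median log2 ratio of −0.41, lower than each of the 10000 random lists, and RPS21, RPL9, RPL34 and RPS23 had −0.69 ± 0.15, −0.68 ± 0.026, −0.67 ± 0.062 and −0.66 ± 0.27. Of 16 glycolysis genes, 11 were below 0, with a median of −0.28, and the enzymes ENO1, LDHA and TPI1 had −0.75 ± 0.44, −0.75 ± 0.27 and −0.66 ± 0.11. The 3 probes of PGK1, a kinase of the same pathway, ran from −0.96 to 0.082. Of 43 genes of oxidative phosphorylation, 35 were below 0, with a median of −0.22. NDUFS5 of complex I and ATP5J2 of the ATP synthase had −0.58 ± 0.18 and −0.56 ± 0.53, while the complex I genes NDUFS6 and NDUFS3 lay the other way at 0.66 ± 0.32 and 0.62 ± 0.20. Of 16 housekeeping genes, 13 were below 0, with a median of −0.35, and ACTB, cytoplasmic actin, and GUSB, a lysosomal enzyme, had −0.61 ± 0.29 and −0.64 ± 0.12, against 0.82 ± 0.45 for the ubiquitin-conjugating enzyme UBE2D2. The medians of the glycolysis, oxidative phosphorylation and housekeeping lists also lay below each of their 10000 random lists, and those of all 4 lists were below 0 on each array. On array 1 and array 2 they were −0.48 and −0.26 for ribosomal proteins, −0.25 and −0.32 for glycolysis, −0.36 and −0.14 for oxidative phosphorylation and −0.40 and −0.27 for housekeeping genes. The random lists were not matched on signal. Where the paper's intensity is known, the SD of the log2 ratio was 0.12 under 7 and 0.35 at 12 or more. The ranks among random lists therefore do not separate the function of a list from its signal. Cholesterol synthesis genes had a median of −0.11 (percentile 0.21), with ACAT2 at −0.91 ± 0.19, CYP51 at −0.61 ± 0.35, HMGCS1 at −0.47 ± 0.13 and NSDHL at 0.49 ± 0.27, but this list was at −0.37 on array 1 and 0.074 on array 2. It counts CYP51A1, another symbol for CYP51, as a separate member, at −0.18 ± 0.061. Markers of other ovarian cells were not shifted as lists. Genes of theca, stroma and vessel cells had a median of −0.0092 over 19 genes (percentile 33.3), with RGS5 the member farthest from 0 and DCN, a matrix proteoglycan, at −0.39 ± 0.11, CLDN5, a tight junction protein of vessels, at −0.30 ± 0.17 and ACTA2, smooth muscle actin, at −0.20 ± 1.04. Genes of blood and immune cells had a median of −0.014 over 18 genes (percentile 29.6). 

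**Figure D2:**
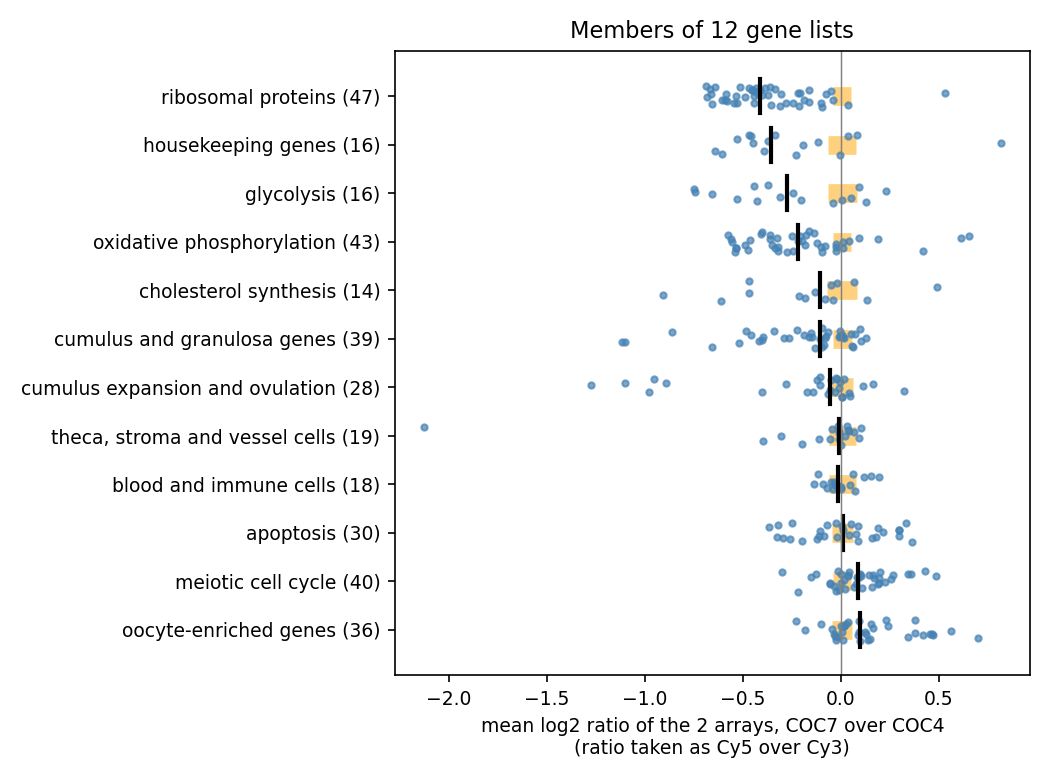
Mean log2 ratio of the 2 arrays, COC7 over COC4 with the ratio taken as Cy5 over Cy3, for each measured gene of 12 lists, with the number of genes in parentheses. Points are genes, black bars are medians, and orange bands hold the medians of 10000 random lists except the outermost 2.5% on each side. Ribosomal protein, housekeeping, glycolysis and oxidative phosphorylation genes lie mostly below 0, and oocyte-enriched and meiotic genes mostly above 0.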

**Figure 6:**
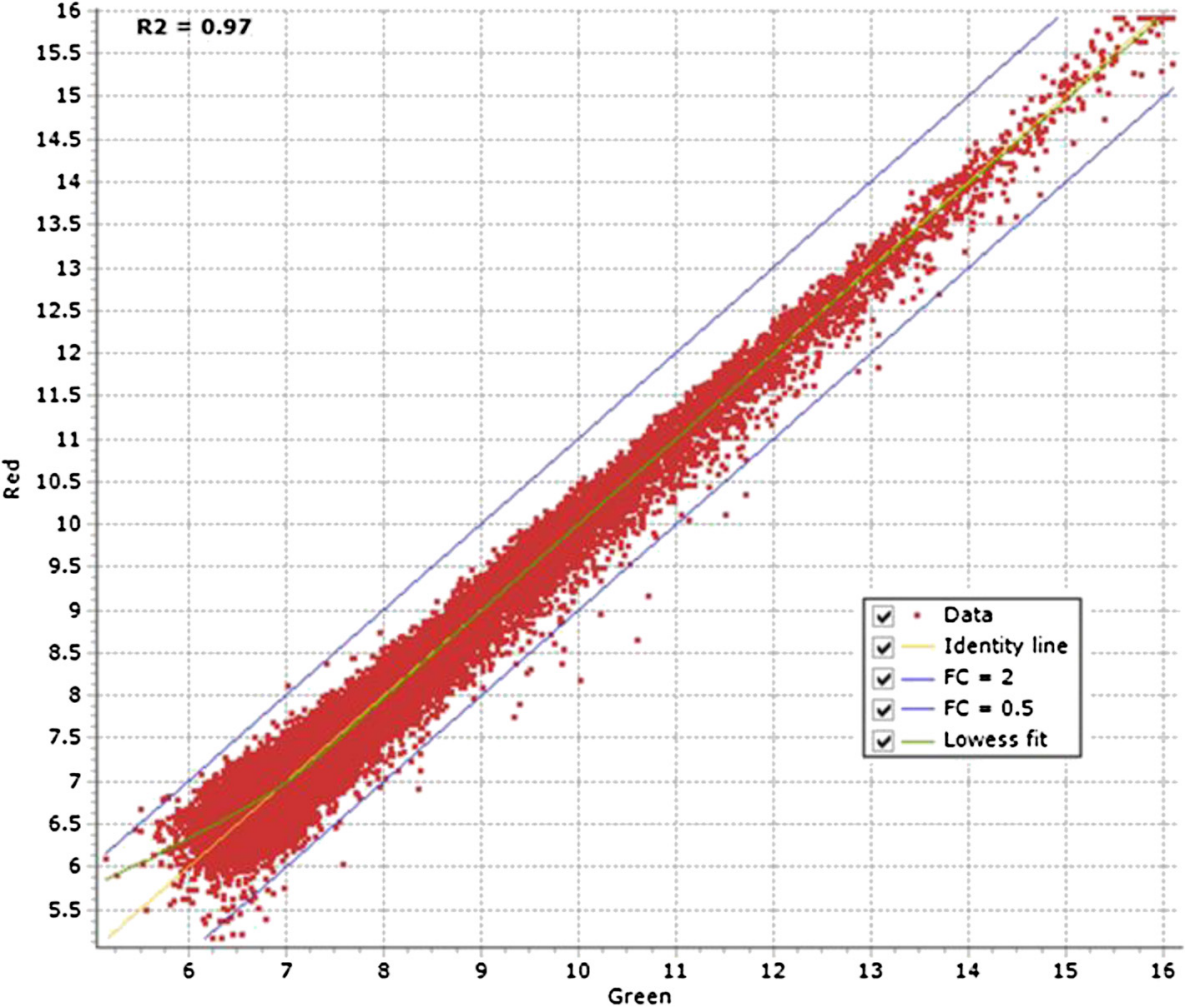
**A scatter plot of Cy3 and Cy5 normalized signal intensity.** X and Y axis show the signal intensity after the same aRNA from pooled embryos were labelled with Cy3 and Cy5 respectively. FC = fold change.

**Figure 7:**
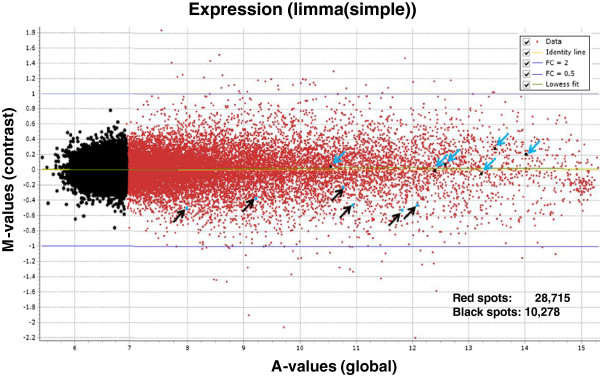
**MA plot for COC gene expression data.** Six blue arrows pointed downward represented oocyte specific markers and six black arrows pointed upward represented cumulus cells markers. 28,715 red spots represented positive signals above background signals (10,278 black spots).

### Porcine COC transcriptome profiling

A global mRNA gene expression analysis of COC was carried out by selecting positive signals as described in the Methods. Approximately 74% of the probe sets representing 28,715 transcripts were detected in porcine COC (Additional file 12). This number is in accordance with the 16,066 transcripts (67.16% of all probe sets) detected using the Affymetrix GeneChip® Porcine Genome Array in hormonally-stimulated preovulatory ovary follicles from Large White sows [46]. The greater number of expressed genes in the present study is probably due to different physiological conditions of the female and additional cumulus cells with the oocytes. The different array platforms used for analysis should also be taken into consideration for these transcript differences. To confirm the accuracy of our microarray data as it related to biological relevance, six transcripts were identified in the COC (Figure 7) as conserved oocyte markers also present in other mammals. 

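Oocyte-enriched genes and genes of the meiotic cell cycle tended to the COC7 side, by small amounts. Among 36 measured oocyte-enriched genes, 28 were above 0 and 8 below, with a median log2 ratio of 0.097 (percentile 99.98 among random lists), and ZAR1, a maternal-effect factor of the oocyte-to-embryo transition, was highest at 0.70 ± 0.20. FIGLA, a transcription factor of the zona pellucida genes, had 0.56 ± 0.069, ZAR1L 0.47 ± 0.16 and NPM2, a histone chaperone of the oocyte nucleus, 0.47 ± 0.37. Among 40 genes of the meiotic cell cycle, 30 were above 0, with a median of 0.086 (percentile 99.91). CDC20, an activator of the anaphase-promoting complex, had 0.49 ± 0.35, AURKA, a spindle kinase, 0.43 ± 0.52, SMC3, a cohesin subunit, 0.36 ± 0.11 and MOS, a kinase of meiotic arrest, 0.34 ± 0.27. The oocyte markers named in the paper differed less between the COCs than between the arrays. ZP2 and ZP3, which encode coat proteins of the zona pellucida, had 0.15 ± 0.22 and 0.24 ± 0.37, BTG4, which directs the clearance of maternal mRNA, −0.098 ± 0.47, and the oocyte-secreted growth factors GDF9 and BMP15 −0.024 ± 0.40 and 0.088 ± 0.45. The median of these 5 genes, all of them also in the oocyte-enriched list, was 0.088 (percentile 88.3), and −0.37 on array 1 against 0.37 on array 2. MLF1IP is not named in the annotation used here. In Additional file 12, of which the first 1999 of 28,715 rows were used, the paper's mean intensity is 13.2 for BTG4 and 10.6 for BMP15, and the 86 probes of that part with an intensity of 12 or more, of whatever gene, had a median log2 ratio of 0.21. The oocyte-enriched median was −0.021 on array 1 alone, and the meiotic medians were 0.016 and 0.075 on the arrays singly, within the range of their random lists.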

Zona pellucida glycoprotein 2 & 3 (ZP2, ZP3) [26,50], B-cell translocation gene 4 (BTG4) [26], myeloid leukemia factor 1 interacting protein (MLF1IP) [26] and growth differentiation factor 9 (GDF9) [26,51,52] and bone morphogenetic protein 15 (BMP15) [26,53,54] were highly expressed in COC. On the other hand, cumulus cells markers were identified in COC gene-expression profiling (Figure 7) when compared to bovine and human. This demonstrated the platforms capacity to reveal the expression of tissue specific genes even in a mix of somatic and gametic tissues. 

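Genes of cumulus cells lay on the COC4 side. The cumulus markers named in the paper had a median log2 ratio of −0.43 over 6 measured genes, and none of them was above 0. Among 39 measured cumulus and granulosa genes, which include these markers, 29 were below 0 and 10 above, with a median of −0.11, and IGFBP5, which binds insulin-like growth factors, had −0.66 ± 0.42. Both medians were lower than each of the 10000 random lists of their size, which were not matched on signal. Both medians were also below 0 on each array, at −0.27 and −0.45 for the markers and −0.17 and −0.078 for the wider list. Genes of cumulus expansion and ovulation, 28 measured, had a median of −0.053 (percentile 1.6), with 20 below 0, and of −0.12 on array 1 (percentile 2.9) and −0.17 on array 2. Apart from the matrix genes TNFAIP6 and VCAN, its members farthest from 0 were the protease CTSL1 at −0.98 ± 0.24 and the plasminogen activator PLAT at −0.95 ± 0.33. The cumulus and granulosa median lay −0.20 from that of the oocyte-enriched genes, a wider gap than in each of 10000 random pairs of lists, and −0.15 on array 1 and −0.36 on array 2. Ribosomal proteins lay farther from the oocyte-enriched genes, at −0.51, so such a gap was not particular to cumulus genes. Between the cumulus and the oocyte markers named in the paper, the gap was −0.52, but 0.092 on array 1 against −0.82 on array 2. 

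**Figure D3:**
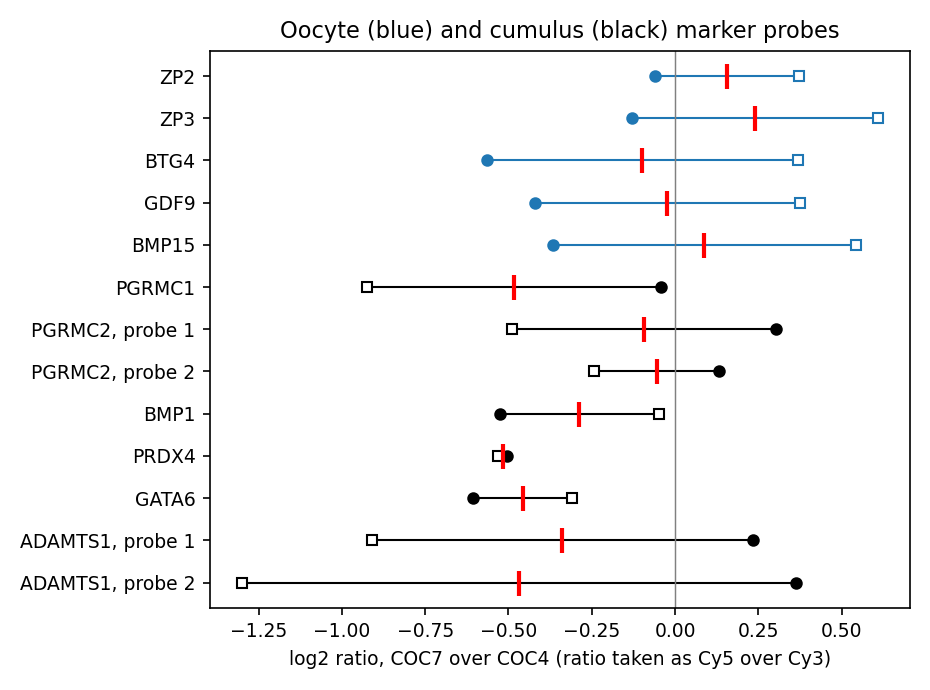
Log2 ratio, COC7 over COC4 with the ratio taken as Cy5 over Cy3, of each probe for the oocyte markers (blue) and cumulus markers (black) named in the paper. Circles are array 1, open squares array 2 after turning, and red bars their mean. The means of the oocyte markers lie near 0 between arrays of opposite sign, and those of the cumulus markers lie below 0.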

Studies from human indicated that hormone receptors and secretary proteins such as progesterone receptor membrane component 1 &2 (PGRMC1 & PGRMC2) and bone morphogenetic protein 1 (BMP1) were significantly over-expressed in cumulus oophorous cells when compared to oocytes [55]. Similarly, PGRMC1 and BMP1 transcripts were detected in our microarray. 

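PGRMC1 and BMP1 lay on the COC4 side on both arrays. PGRMC1, a membrane protein that binds progesterone, had a log2 ratio of −0.48 ± 0.44 or 1.40-fold, from −0.043 on array 1 and −0.93 on array 2, and BMP1, a metalloprotease that processes matrix proteins, had −0.29 ± 0.24 or 1.22-fold, from −0.53 and −0.050. PGRMC2, the paralog of PGRMC1, had −0.094 ± 0.40 and −0.056 ± 0.19 from its 2 probes, and each probe was above 0 on array 1 and below 0 on array 2. The paper's mean intensity for BMP1 in Additional file 12 is 10.8.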

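PRDX4 and GATA6 lay on the COC4 side on both arrays. PRDX4, a peroxiredoxin of the endoplasmic reticulum that removes hydrogen peroxide, had a log2 ratio of −0.50 on array 1 and −0.53 on array 2, a mean of −0.52 ± 0.013 or 1.43-fold. GATA6, a zinc finger transcription factor of granulosa cells, had −0.61 and −0.31, a mean of −0.46 ± 0.15 or 1.37-fold. Each mean exceeded the distance to either array, as it must where both arrays have the same sign.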

Other high-intensity spots were associated with peroxiredoxin 4 (PRDX4) and a transcriptional factor GATA6 (Figure 7) which were identified in human as cumulus cells markers [55]. Other low-intensity spots were related to factors such as secreted protein acidic, cysteine-rich (SPARC) and ADAM metallopeptidase with thrombospondin type 1 (ADAMTS1) which have been found to be exclusively expressed in bovine cumulus cells [56].

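ADAMTS1, a secreted protease that cleaves versican in the cumulus matrix, had 2 probes with a mean log2 ratio on the COC4 side, −0.34 ± 0.57 and −0.47 ± 0.83. Both means were smaller than the distance to either array, since the averaged ratio of ADAMTS1 was 0.30 on array 1 and −1.10 on array 2. The paper's mean intensity for ADAMTS1 in Additional file 12 is 9.23. SPARC is not named in the annotation used here.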

### Porcine embryo transcriptome profiling

For the microarray data from the pooled embryos, the threshold for positive spot selection was calculated similar to that for the COC experiment. Approximately 28,597 transcripts were detected from pooled porcine embryos of 2-cell, 4-cell and 8-cell stages (Additional file 13). It should be noted that in this study our intent was not to quantify gene expression between different developmental stages, but to simply identify genes, from the literature that may be present in the 2- to 8-cell stages. Very little is known regarding global gene expression during these early cleavage stages in the pig. Sequencing from the porcine EST project on early developmental stages have been generated from *in vitro*- and *in vivo*-derived four-cell embryos [19]. Most of the ESTs were poorly annotated at that time and only few highly expressed genes, such as porcine casein kinase II beta subunit (CSNK2B), cyclin-dependent kinase-2 alpha (CDK2), ribosomal protein S10 (RPS10) and eukaryotic translation initiation factor 3 (EIF3), were identified in 4-cell embryos. However, these genes were both identified and expressed in our COC and embryo expression data (Additional file 12 and Additional file 13). 

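RPS10, a protein of the small ribosomal subunit, had the largest contrast of these genes between the COCs, a log2 ratio of −0.45 ± 0.020 or 1.37-fold on the COC4 side. CSNK2B, the regulatory subunit of casein kinase II, had −0.21 ± 0.27 as the mean of its 3 probes, which ran from −0.27 to −0.12. CDK2, a cyclin-dependent kinase of the G1/S transition, had 0.11 ± 0.014 over 3 probes, of which 1 was below 0. The EIF3 complex, which brings the small ribosomal subunit to mRNA, ran both ways, from EIF3H at −0.32 ± 0.028 to EIF3M at 0.28 ± 0.38 and EIF3B at 0.26 ± 0.44, and of its 10 measured subunits only EIF3H had the same sign on both arrays. CSNK2B likewise had opposite signs on the arrays. EIF3C, EIF3F and EIF3J are not named in the annotation used here. For 4-cell embryos the paper names EIF3 without its subunits. With DSTN, PAIP1 and UBE4B, which it also names, and 10 subunits of EIF3, the list of 16 measured genes had a median of −0.065 (percentile 2.56 among random lists), and −0.19 on array 1 against 0.084 on array 2.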

Later, the same group using a cDNA microarray to demonstrate the mRNA expression patterns from 4-cell embryos, detected 1409 differentially expressed transcripts (without the Benjamini and Hochberg false-discovery-rate multiple correction test) between the *in vitro*- and *in vivo*-produced embryos at the 4-cell stages [57]. However, only four genes (DSTN, PAIP1, UBE4B, NASP) were selected and confirmed by real-time PCR. This group also established that the gene expression levels from *in vitro-*produced embryos were very high for DSTN & PAIP1 and very low for UBE4B and NASP when compared to *in vivo*-produced 2-cell embryos. Our microarray profiling data for the embryos (Additional file 13) also identified three of these genes (DSTN, PAIP1, UBE4B), while the spot intensity for NASP was below the detectable threshold. Since the microarray data was obtained from a pool of three different developmental stages, further data analysis may be needed to identify if DSTN, PAIP1 and UBE4B are expressed only at the 4-cell stage.

### GO analysis for biological processes in porcine COC & embryos

To highlight differences in the biological processes between the COC and embryos, we removed the similar GS from the 28,715 COC related transcripts (Additional file 12) and 28,597 embryo related transcripts (Additional file 13). Genes expressed only in the COC or embryos were obtained after removing redundancies from both data sets. There were 793 unique GS in the COC and 4,388 in the embryos, while 7,822 appeared in both (Additional file 14). 

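GKN1 and CISH, the former far on the COC4 side and the latter on the COC7 side, are both among the gene symbols that the paper lists only for COC. Beside them, PLAT and NR5A2 are the members with the largest contrast between COC7 and COC4. Of the 792 symbols read from the COC sheet of Additional file 14, 661 are named on the array in the annotation used here, with 329 above 0 and 332 below, and a median of 0.074 on array 1 against −0.062 on array 2. Their log2 ratios had an SD of 0.24. At or past 1.5-fold were 5 genes on the COC7 side and 20 on the COC4 side. Over all 43794 probes, counted as probes and not as genes, 401 on the COC7 side and 345 on the COC4 side were (1.70%). Whether the split is particular to these symbols was not tested. Because the sheet was 1 symbol short of the paper's 793, it was set against no random lists.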

The unique GS from COC and embryos were mapped to the PANTHER ontology and compared to the human genome as a reference gene list. Using a similar binomial test in PANTHER as described previously, the analysis indicated that only one pathway related to apoptosis was found to be statistical significant (Additional file 15) in COC, but not in embryos. 

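Apoptosis genes were spread around 0 between the COCs, 16 of 30 measured genes above and 14 below. BID, a BH3-only activator of BAX, was on the COC4 side at −0.37 ± 0.065, as was DIABLO, a mitochondrial antagonist of caspase inhibitors, at −0.33 ± 0.044. APAF1, the scaffold of the apoptosome, and the executioner caspase gene CASP6 were on the COC7 side at 0.37 ± 0.27 and 0.33 ± 0.31. BAX, the pore-forming effector at mitochondria, had 0.30 ± 0.067, BAD, a BH3-only sensitizer, 0.30 ± 0.26, RIPK1, a kinase of death receptor signalling, 0.18 ± 0.22 and CASP8, its initiator caspase, −0.11 ± 0.0076, and these 4 genes, chosen after their values were seen, and BID are listed by the paper only for COC. The list had a median of 0.011 (percentile 56.4 among random lists), and −0.089 on array 1 against 0.018 on array 2.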

Studies have shown that apoptosis is important during *in vitro* culture condition in bovine [58,59] and porcine [60]. However, the gene count revealed additional unique pathways which were statistically significant in the porcine embryos. The three pathways with the highest gene counts were primarily related to biological pathways such as inflammation signalling pathway (mediated by chemokine and cytokine), interleukin signalling pathway and TGF-beta signalling (Figure 8). Of particular interest were the interleukin-signalling pathway and TGF-beta signalling, since they may play an important role during porcine preimplantation embryonic development as we have discussed in the previous section. The inflammation signalling pathway likely plays a role in the establishment of pregnancy, including cellular proliferation, attachment and development of the conceptus [61].

**Figure 8:**
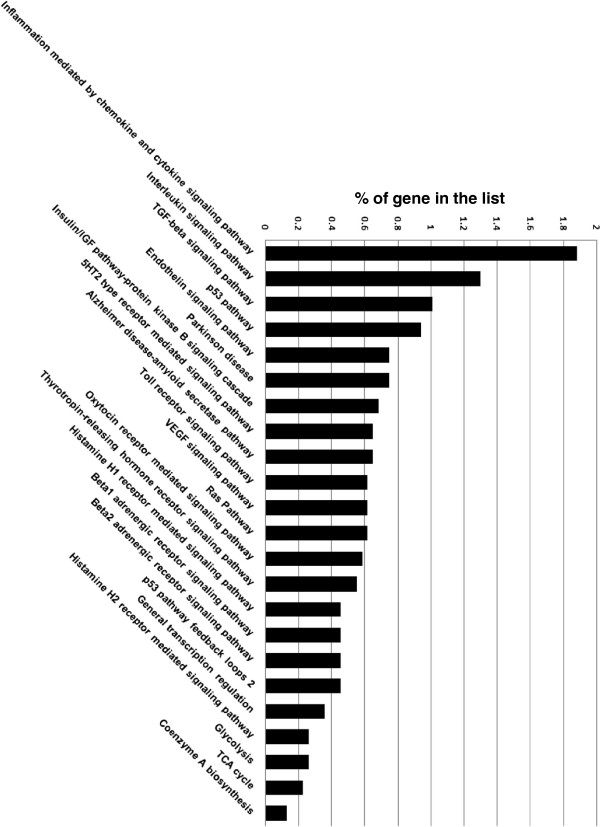
**PANTHER bar chart of gene count involved in biological pathways from early embryos.** The % of gene list (Y axis) in the category is calculated for each testing list as: # genes for the category/ # total genes in the list * 100.

### Expression of porcine OR genes in COC and early developing embryos

Olfactory receptors (ORs) constitute the largest gene-family in the vertebrate genome [25,62]. Interestingly OR genes are not only expressed in olfactory sensory neurons [63], they are also expressed in various tissues including testicular cells and the placenta [64-67]. In the present study, we discovered 312 genes with OR unique GS (Additional file 7). Comparing the microarray expression data for the COCs and embryos (2-4-8 cells stages) revealed 491 array spots with an intensity higher than background that were related to OR transcripts (Additional file 16). The majority of the OR genes (428 transcripts) were only found in embryos and, in particular, one gene (OR4C16) whose spot intensity was 1.5 fold higher than the background. In addition to the embryo specific OR expression, there were 59 OR related transcripts found in both COC and embryos. 

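Olfactory receptor (OR) probes had log2 ratios with an SD close to that of the negative control spots, so a difference between the COCs was not detectable at most of them. Additional file 16 lists 428 of its 491 OR probes only for embryos. The 59 OR probes that it lists for COC and embryos had a median log2 ratio of −0.018 and an SD of 0.096, with 25 above 0 and 34 below, and none reached 1.5-fold. The probe farthest from 0 among them, chosen after the values were seen, was for OR2G2 at −0.32 ± 0.14. The 4 OR probes listed only for COC were for OR13G1 at 0.15 ± 0.085, OR6Q1 at −0.044 ± 0.13, OR52E4 at 0.038 ± 0.26 and OR2G3 at −0.0057 ± 0.26. Their mean intensities in COC in Additional file 16 are, as the paper gives them, 6.74, 6.74, 6.78 and 7.89. All OR probes of that file together had a median of −0.0023 (percentile 23.1 among random lists), 0.040 on array 1 against −0.045 on array 2, and an SD of 0.10.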

The physiological significance of OR expression during early embryonic development has not been investigated and is quite novel. In a recent study, most of the known OR genes expressed in murine placenta were influenced by diet and fetal sex [67]. Based on this, one could infer that OR gene expression in the early embryo may be related to trophectoderm development that allows for proper placental OR protein expression in response to molecules from different dietary compounds. Regardless, this discovery is of significant interest and will be investigated further along with numerous other factors.

## Conclusions

Using the 454 deep sequencing of normalized cDNA libraries from *in vitro* and *in vivo* produced porcine embryos we have generated 1.12 million high quality EST sequences that provided the basis for the development of the EMPV1 microarray platform featuring 43,795 probes. The quality of this embryo-specific array was confirmed with a high level of reproducibility that is provided by the current Agilent microarray technology. Despite the current limitations for full NTR annotation, due to the incomplete porcine genome sequencing project, a significant number of NTRs were annotated using the most recent version of porcine genome and human RefSeq RNA database to enrich the orthologous genes with unique GSs for GO searchs. GO terms confirmed that many are related to relevant developmental processes. The on-going effort to complete the porcine genome sequencing project will in turn provide the necessary information needed to address the remaining unannotated NTRs on this microarray With more than 20 thousand unique genes represented on the EMPV1 microarray, this platform will provide the foundation for future research into the *in vivo* and *in vitro* factors that affect the viability of the porcine embryos, as well as the effects of these factors on the live offspring that result from these embryos.

## Abbreviations

aRNA: Antisense ribonucleic acid; BAC: Bacterial Artificial Chromosome; BLAST: Basic Local Alignment Search Tool; cDNA: Complementary Deoxyribonucleic Acid; COC: Cumulus-Oocyte Complexes; DSN: Duplex-Specific Nuclease; DSTN: Destrin; EGA: Embryonic genome activation; EGTA: Ethylene Glycol Tetraacetic Acid; EmbryoGENE: LIMS and Microarray Analysis; EMPV1: EMbryogene Porcine Version 1; EST: Expressed Sequence Tag; GEO: Gene Expression Omnibus; GO: Gene Ontology; GPR file: GenePix Results file; GS: Gene Symbols; GV: Germinal Vesicle; iPSC: Induced Pluripotent Stem Cell; IVT: In vitro; IVV: In vivo; LIMS: Laboratory Information Management System; MII Stage: Metaphase II stage; NGS: Next generation deep sequencing; NTR: Novel Transcript Regions; OR: Olfactory Receptor; PANTHER: Protein ANalysis THrough Evolutionary Relationships; PCR: Polymerase Chain Reaction; PED: Preimplantation Embryonic Development; RIN: RNA Integrity Number; RNA: Nuclear Ribonucleic Acid; RT: Reverse Transcription; SFF: Standard Flowgram Format; snoRNA: Small nucleolar ribonucleic acid; snRNA: Small nuclear ribonucleic acid; SRA: Short-Read Archive; UTR: Untranslated Region; WGS: Whole Genome Sequencing.

## Competing interests

The authors declare they have no competing interests.

## Authors’ contributions

ST drafted the manuscript. ST constructed normalized cDNA libraries. ST performed bioinformatic analysis of probe sequences re-annotation, COC microarray QC test run, the statistical analysis of the digital expression data and PANTHER GO functional analysis. CZ did the microarray experiment and analysis with pooled embryos. JRG managed microarray data in ELMA. JD generated the *in vitro* porcine embryos and JAP generated the *in vivo* embryos. PR performed 454 sequences assembly with initial annotation and oligo probes design. CR, JN, MKD and GRF designed and coordinated the study. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **EMPV1 initial annotation.** Excel file containing the results of the probe sequences annotation with unique gene symbol. Click here for file

Additional file 2 **EMPV1 annotation description.** A PDF file containing a detailed explanation of the terms used in additional file 1. Click here for file

Additional file 3 **Assembly parameter for gene annotation using SeqMan NGen.** Text file containing the details of the parameter set up. Click here for file

Additional file 4 **Probe sequences without GS selected from EMPV1.** PDF file containing the probe ID and sequences for re-annotation. Click here for file

Additional file 5 **Re-annotation of the probe sequences without GS.** Excel file containing the results of porcine gene annotation with probe ID, accession number, gene description, gene symbol (sheet 1) and LOC (sheet 2). Click here for file

Additional file 6 **BLAST search result from NCBI using porcine sequences.** Excel file containing porcine sequences with no GS to blast search with human RefSeq RNA database from NCBI. (XLS 36 kb) Click here for file

Additional file 7 **All GS list from EMPV1.** Excel file containing a list of unique GS from EMPV1 after re-annotation of all the unknown probe sequences. Yellow indicates olfactory receptor genes. Click here for file

Additional file 8 **EMPV1 PANTHER GO analysis.** Excel file containing genes with PANTHER Family/Subfamily, GO Molecular Function, GO Biological Process, GO Cellular Component and PANTHER Protein Class that are present on EMPV1 microarray. Click here for file

Additional file 9 **GS list from Affymetrix and EMPV1 microarray.** Excel file containing column of gene symbols only found in Affymetrix and EMPV1 microarray after removing all the common GS. Click here for file

Additional file 10 **PANTHER GO biological process difference in Affymetrix and EMPV1 porcine microarray.** Excel file containing statistical significance of the gene count differences between unique GS from EMPV1 array and Affymetrix porcine array over different categories of biological processes using PANTHER expression tool. Yellow indicates genes over-representated in EMPV1 (p-value <0.05) and Green indicates genes over-representated in Affymetrix (p-value <0.05). Click here for file

Additional file 11 **Array-array intensity correlation associated with labelled spike-in RNA mixed with labelled COC aRNA.** PDF file containing the correlation index from two biological COC samples. A: COC1 labelled with Cy3 and COC1 labelled with Cy5; B: COC2 labelled with Cy3 and COC2 labelled with Cy5; C: COC1 labelled with Cy3 and COC2 labelled with Cy5; D: COC2 labelled with Cy3 and COC1 labelled with Cy5. Click here for file

Additional file 12 **Positive spot selection in COC microarray.** Excel file containing all positive signals higher than the background intensity signal > 6.69 calculated according to Methods. Click here for file

Additional file 13 **Positive spots selection in embryos microarray.** Excel file containing all positive signals higher than the background intensity signal > 6.96 calculated according to Methods. Click here for file

Additional file 14 **Unique GS list from COC and embryos array data.** Excel file containing unique GS from microarray data with genes only found in COC, embryos and both. Click here for file

Additional file 15 **COC pathways.** Excel file containing the result of pathway analysis from PANTHER. Yellow indicates the p-value is significant. Click here for file

Additional file 16 **OR genes expression in COC and embryos.** PDF file containing the spot intensity values extracted from microarray data in COC and embryos related to olfactory receptor gene symbols. Click here for file

# Supplementary material for: Development of a porcine (Sus scofa) embryo-specific microarray: array annotation and validation
**Source:** BMC Genomics. 2012 Aug 3;13:370. doi: 10.1186/1471-2164-13-370
**Supplement:** Additional file 2 — EMPV1 annotation description. A PDF file containing a detailed explanation of the terms used in additional file 1.

EMPV1 Annotation File Description

Version 1, November 2010

The up-to-date annotation files for EMPV1 are available here:

http://www.gydle.com/embryogene/files/L14-Porcine_Oligos/EMPV1/EMPV1.annotation_probeSEQ.xls

http://www.gydle.com/embryogene/files/L14-Porcine_Oligos/EMPV1/EMPV1.annotation.xls

The only difference between the two files is the presence of the column Probe_Sequence in the former, which is absent in the latter.

Col. Name	Values	Description / Comment
Probe	EMPV1_00003	Name of the probe
Probe_Sequence	ATGC...	Sequence of the 60-mer oligo
Probe_Type	Gene<br>Variant<br>Spike<br>Control	**Gene** is used for both annotated genes and NTRs.<br>**Variant** is used for exon-skipping probes.<br>**Spike** is used for tomato spikes (not Agilent spikes).
TargetID	TranscriptID<br>EST_ID	ID of the sequence targeted by the probe. In the case of NTR it is the sequence ID of an EST.
Target_Location	Constitutive<br>UTR3_Alt<br>- +<br><br>a^b<br>NULL	Standard gene probe<br>Alternative probe in case of one or many alternative polyadenylation site (APS)<br>NTR probe: orientation of the probe relative to the target EST. For unoriented NTRs, two probes were designed, one for each strand (+ / -) of the target EST;<br>Interval [a, b] on the target skipped by the probe<br>Target location is **NULL** for control probes
Alt_Probe_Count	0, 1, 2, 3, ...	Number of alternatives probes for the corresponding gene.
Paired_Probe	EMPV1_36622<br>NULL	For Variant-type (exon-skipping) probes there is one paired probe which targets the skipped segment. The paired probe is always labeled as "Control". When the target is an unoriented EST, the paired probe is a probe on the opposite strand.
GeneID	ENSSSCG00000008829<br>genome_chr:a-b<br><br>NULL	GeneID has defined in Ensembl<br>Interval defining the position of an NTR. It is composed of a chromosome identifier (genome_chr), and an interval (a-b) on this chromosome.<br>GeneID is **NULL** for control probes.
Chromosome	1, 2, 3,..., 18, X, Y, MT<br><br>NULL	Chromosome carrying the gene. Some genes are assigned to more than one chromosome.<br>The value is **NULL** for control probes.
Gene_Type	protein_coding<br>pseudogene<br>NOVEL<br>snRNA,snoRNA,miRNA,etc.<br>NULL	Gene<br>Pseudogene<br>Novel Transcribed Region (NTR)<br>Other types of genes<br>**NULL** for control probes
Gene_Symbol	EFNA1<br>NULL	Primary gene symbol<br>**NULL** for control probes and NTR
Gene_Synonyms	 <br>NULL	Secondary or synonym gene symbols. A gene can have several synonym symbols, in that case they are separated by a space.<br>**NULL** for control probes or probes targeting a NTR.
Description	ENSSSCG00000008829<br>Novel Transcribed Region<br>NULL	Short description of the gene, or GeneID<br>**Novel Transcribed Region** for putative new gene<br>**NULL** for control probes

# Supplementary material for: Development of a porcine (Sus scofa) embryo-specific microarray: array annotation and validation
**Source:** BMC Genomics. 2012 Aug 3;13:370. doi: 10.1186/1471-2164-13-370
**Supplement:** Additional file 4 — Probe sequences without GS selected from EMPV1. PDF file containing the probe ID and sequences for re-annotation.

ProbeID	Probe_Sequence
EMPV1_00001	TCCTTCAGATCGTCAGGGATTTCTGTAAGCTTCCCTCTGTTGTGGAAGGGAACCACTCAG
EMPV1_00002	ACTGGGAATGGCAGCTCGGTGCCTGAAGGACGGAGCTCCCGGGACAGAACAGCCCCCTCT
EMPV1_00005	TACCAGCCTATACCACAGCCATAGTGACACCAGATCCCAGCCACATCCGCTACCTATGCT
EMPV1_00006	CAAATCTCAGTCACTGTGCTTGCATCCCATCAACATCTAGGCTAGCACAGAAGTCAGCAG
EMPV1_00008	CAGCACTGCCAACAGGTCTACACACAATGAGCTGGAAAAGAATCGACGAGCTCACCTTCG
EMPV1_00009	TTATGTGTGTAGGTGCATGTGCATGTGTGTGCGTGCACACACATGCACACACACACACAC
EMPV1_00012	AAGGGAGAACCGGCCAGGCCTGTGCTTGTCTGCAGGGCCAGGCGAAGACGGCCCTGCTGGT
EMPV1_00013	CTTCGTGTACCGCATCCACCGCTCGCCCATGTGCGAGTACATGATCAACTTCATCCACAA
EMPV1_00014	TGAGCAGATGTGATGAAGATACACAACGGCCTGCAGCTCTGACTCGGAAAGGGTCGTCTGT
EMPV1_00016	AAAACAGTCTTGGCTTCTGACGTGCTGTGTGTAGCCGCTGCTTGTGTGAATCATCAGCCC
EMPV1_00018	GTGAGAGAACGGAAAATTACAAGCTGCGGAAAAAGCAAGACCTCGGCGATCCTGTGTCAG
EMPV1_00019	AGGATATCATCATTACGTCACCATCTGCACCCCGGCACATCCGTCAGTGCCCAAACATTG
EMPV1_00020	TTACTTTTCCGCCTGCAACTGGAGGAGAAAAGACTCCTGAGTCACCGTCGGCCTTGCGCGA
EMPV1_00022	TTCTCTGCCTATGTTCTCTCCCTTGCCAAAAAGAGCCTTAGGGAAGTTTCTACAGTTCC
EMPV1_00023	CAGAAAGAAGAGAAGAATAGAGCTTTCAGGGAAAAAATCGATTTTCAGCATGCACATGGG
EMPV1_00024	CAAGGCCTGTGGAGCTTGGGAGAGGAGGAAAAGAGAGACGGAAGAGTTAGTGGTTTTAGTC
EMPV1_00025	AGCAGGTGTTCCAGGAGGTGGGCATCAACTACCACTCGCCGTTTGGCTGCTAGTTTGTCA
EMPV1_00026	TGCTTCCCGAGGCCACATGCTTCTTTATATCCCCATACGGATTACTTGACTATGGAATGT
EMPV1_00027	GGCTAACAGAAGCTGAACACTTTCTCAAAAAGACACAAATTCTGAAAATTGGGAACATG
EMPV1_00029	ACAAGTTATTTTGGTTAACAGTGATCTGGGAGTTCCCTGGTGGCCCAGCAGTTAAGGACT
EMPV1_00030	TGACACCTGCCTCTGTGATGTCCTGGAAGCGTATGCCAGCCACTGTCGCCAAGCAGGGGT
EMPV1_00031	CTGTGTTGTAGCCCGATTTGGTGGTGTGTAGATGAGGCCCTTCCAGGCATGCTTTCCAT
EMPV1_00032	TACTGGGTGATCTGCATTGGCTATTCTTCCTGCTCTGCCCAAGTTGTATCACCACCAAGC
EMPV1_00033	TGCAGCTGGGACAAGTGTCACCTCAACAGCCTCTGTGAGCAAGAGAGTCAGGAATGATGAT
EMPV1_00034	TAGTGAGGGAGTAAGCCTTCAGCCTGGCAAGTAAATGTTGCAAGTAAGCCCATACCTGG
EMPV1_00036	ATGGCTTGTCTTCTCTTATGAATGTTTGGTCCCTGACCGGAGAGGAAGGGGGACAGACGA
EMPV1_00037	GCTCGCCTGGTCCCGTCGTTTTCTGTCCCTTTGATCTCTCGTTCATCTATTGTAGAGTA
EMPV1_00038	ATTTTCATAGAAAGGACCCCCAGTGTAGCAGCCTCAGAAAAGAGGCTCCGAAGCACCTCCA
EMPV1_00039	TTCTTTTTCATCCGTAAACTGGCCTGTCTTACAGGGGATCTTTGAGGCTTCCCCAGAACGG
EMPV1_00042	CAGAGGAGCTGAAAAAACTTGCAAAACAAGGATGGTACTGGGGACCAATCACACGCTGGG
EMPV1_00045	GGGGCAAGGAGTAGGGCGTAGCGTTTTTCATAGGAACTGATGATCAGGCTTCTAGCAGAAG
EMPV1_00047	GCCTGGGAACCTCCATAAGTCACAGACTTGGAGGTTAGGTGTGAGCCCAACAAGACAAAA

EMPV1_00048	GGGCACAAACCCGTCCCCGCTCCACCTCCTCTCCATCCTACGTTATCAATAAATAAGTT
EMPV1_00051	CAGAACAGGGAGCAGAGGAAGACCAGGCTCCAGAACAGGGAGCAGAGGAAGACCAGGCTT
EMPV1_00053	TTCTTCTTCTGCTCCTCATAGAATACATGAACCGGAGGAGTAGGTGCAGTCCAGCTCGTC
EMPV1_00054	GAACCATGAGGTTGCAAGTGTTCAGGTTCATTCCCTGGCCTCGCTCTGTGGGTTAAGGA
EMPV1_00058	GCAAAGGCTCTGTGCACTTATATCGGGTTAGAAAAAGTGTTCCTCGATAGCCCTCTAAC
EMPV1_00061	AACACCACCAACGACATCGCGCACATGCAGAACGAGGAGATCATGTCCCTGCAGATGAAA
EMPV1_00062	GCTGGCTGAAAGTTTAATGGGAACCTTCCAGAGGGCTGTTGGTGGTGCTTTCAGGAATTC
EMPV1_00065	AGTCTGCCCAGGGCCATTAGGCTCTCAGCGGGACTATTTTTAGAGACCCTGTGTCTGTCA
EMPV1_00068	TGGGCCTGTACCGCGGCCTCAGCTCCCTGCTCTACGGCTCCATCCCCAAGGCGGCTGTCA
EMPV1_00071	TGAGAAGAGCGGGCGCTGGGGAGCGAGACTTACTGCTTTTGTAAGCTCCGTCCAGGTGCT
EMPV1_00072	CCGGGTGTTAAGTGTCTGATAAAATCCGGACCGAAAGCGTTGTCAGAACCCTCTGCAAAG
EMPV1_00073	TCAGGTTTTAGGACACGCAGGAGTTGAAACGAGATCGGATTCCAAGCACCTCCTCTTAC
EMPV1_00074	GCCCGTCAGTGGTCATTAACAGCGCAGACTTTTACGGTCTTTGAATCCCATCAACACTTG
EMPV1_00075	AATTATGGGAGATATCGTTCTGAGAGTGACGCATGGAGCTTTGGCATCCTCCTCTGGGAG
EMPV1_00076	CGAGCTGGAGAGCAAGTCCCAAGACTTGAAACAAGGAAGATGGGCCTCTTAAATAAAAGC
EMPV1_00077	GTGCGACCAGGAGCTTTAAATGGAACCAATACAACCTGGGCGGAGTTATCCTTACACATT
EMPV1_00078	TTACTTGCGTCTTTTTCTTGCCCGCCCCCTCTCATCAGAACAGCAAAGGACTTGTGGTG
EMPV1_00080	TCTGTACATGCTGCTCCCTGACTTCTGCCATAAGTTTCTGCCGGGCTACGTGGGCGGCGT
EMPV1_00082	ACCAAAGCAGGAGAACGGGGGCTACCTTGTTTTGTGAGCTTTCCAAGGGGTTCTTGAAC
EMPV1_00083	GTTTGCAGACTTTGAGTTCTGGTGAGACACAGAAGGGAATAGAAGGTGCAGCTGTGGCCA
EMPV1_00084	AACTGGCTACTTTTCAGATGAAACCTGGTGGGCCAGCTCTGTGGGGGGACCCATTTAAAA
EMPV1_00085	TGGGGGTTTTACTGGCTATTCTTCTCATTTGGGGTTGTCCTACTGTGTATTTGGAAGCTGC
EMPV1_00086	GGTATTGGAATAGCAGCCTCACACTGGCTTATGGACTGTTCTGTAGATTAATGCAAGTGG
EMPV1_00087	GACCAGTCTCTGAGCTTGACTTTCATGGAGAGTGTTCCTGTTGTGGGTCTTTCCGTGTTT
EMPV1_00088	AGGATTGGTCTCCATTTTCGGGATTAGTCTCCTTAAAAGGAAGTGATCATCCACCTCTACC
EMPV1_00089	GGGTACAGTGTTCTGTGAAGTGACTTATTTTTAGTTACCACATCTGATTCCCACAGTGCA
EMPV1_00092	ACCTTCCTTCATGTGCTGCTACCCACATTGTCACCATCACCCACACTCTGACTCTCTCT
EMPV1_00093	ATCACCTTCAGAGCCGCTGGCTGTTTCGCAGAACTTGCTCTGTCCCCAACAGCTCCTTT
EMPV1_00095	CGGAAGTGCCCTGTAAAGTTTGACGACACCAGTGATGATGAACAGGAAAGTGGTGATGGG
EMPV1_00099	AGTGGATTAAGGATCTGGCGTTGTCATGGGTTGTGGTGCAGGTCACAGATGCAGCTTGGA
EMPV1_00100	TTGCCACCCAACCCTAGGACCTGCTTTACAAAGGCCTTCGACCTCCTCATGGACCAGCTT
EMPV1_00101	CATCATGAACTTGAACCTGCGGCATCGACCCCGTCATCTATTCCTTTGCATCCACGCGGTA
EMPV1_00105	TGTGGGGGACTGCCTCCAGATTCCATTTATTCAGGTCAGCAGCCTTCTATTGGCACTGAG
EMPV1_00107	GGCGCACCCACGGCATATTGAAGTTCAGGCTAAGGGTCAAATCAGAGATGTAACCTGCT

EMPV1_00108	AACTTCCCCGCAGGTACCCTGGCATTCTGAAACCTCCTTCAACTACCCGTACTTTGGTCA
EMPV1_00109	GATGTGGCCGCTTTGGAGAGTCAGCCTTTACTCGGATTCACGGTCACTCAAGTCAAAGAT
EMPV1_00110	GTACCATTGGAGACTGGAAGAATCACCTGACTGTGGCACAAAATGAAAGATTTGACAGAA
EMPV1_00111	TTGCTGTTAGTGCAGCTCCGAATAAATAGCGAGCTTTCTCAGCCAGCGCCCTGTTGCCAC
EMPV1_00113	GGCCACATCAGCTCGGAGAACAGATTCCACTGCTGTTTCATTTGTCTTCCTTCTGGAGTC
EMPV1_00114	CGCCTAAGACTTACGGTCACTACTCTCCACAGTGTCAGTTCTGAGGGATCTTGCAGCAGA
EMPV1_00115	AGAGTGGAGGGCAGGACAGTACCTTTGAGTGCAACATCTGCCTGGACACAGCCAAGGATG
EMPV1_00117	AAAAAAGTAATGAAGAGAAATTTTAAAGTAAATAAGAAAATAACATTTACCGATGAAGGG
EMPV1_00118	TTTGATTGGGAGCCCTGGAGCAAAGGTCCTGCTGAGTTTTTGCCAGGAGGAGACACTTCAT
EMPV1_00119	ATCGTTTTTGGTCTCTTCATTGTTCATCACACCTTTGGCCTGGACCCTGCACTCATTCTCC
EMPV1_00124	GTGCTTGTGCACAGGGCTCGAAAAC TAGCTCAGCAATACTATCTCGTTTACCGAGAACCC
EMPV1_00126	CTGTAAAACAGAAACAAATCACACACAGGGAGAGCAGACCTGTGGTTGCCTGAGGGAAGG
EMPV1_00127	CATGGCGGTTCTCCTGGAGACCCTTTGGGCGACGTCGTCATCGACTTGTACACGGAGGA
EMPV1_00129	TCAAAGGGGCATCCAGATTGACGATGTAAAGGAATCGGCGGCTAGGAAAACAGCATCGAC
EMPV1_00130	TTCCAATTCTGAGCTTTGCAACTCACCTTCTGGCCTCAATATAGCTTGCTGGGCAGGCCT
EMPV1_00131	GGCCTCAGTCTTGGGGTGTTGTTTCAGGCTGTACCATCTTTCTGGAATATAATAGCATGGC
EMPV1_00132	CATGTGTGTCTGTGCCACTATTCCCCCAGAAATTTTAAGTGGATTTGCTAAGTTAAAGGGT
EMPV1_00135	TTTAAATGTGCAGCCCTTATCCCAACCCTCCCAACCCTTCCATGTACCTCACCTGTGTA
EMPV1_00139	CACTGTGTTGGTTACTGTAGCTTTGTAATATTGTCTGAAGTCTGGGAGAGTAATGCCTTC
EMPV1_00140	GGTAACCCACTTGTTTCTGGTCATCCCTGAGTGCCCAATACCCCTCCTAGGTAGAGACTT
EMPV1_00143	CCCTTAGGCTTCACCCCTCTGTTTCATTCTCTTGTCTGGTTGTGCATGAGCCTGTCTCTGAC
EMPV1_00144	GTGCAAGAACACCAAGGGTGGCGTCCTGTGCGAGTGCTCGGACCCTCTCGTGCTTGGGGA
EMPV1_00145	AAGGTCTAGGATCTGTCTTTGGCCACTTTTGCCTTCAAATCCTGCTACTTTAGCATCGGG
EMPV1_00146	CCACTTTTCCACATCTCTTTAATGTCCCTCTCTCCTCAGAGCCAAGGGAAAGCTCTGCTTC
EMPV1_00148	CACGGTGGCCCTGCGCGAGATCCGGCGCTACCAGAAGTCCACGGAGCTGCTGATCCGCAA
EMPV1_00157	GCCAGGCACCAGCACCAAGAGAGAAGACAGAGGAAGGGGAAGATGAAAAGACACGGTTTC
EMPV1_00158	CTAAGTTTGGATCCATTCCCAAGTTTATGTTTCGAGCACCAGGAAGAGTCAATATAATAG
EMPV1_00159	TGAGGAGAGCATGATGGTGC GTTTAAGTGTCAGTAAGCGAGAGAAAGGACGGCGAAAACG
EMPV1_00160	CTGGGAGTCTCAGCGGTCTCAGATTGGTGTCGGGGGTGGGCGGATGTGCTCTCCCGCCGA
EMPV1_00163	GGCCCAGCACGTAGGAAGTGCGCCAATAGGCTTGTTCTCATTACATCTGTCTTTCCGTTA
EMPV1_00165	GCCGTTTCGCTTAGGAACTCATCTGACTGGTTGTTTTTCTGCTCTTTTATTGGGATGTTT
EMPV1_00166	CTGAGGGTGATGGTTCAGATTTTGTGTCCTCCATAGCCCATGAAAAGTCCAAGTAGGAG
EMPV1_00167	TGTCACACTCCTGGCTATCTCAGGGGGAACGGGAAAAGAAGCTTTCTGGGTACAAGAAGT
EMPV1_00168	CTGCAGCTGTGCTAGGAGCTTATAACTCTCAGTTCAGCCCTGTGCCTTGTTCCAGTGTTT

EMPV1_00169 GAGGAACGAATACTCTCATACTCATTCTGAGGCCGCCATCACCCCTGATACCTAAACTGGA
EMPV1_00170 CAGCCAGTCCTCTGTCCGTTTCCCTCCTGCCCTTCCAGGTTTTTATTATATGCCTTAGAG
EMPV1_00172 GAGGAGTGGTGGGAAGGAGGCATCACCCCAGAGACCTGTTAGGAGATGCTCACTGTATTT
EMPV1_00174 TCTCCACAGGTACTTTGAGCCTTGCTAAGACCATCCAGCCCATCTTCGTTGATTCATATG
EMPV1_00178 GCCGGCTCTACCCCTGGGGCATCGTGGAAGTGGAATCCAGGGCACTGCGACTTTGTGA
EMPV1_00179 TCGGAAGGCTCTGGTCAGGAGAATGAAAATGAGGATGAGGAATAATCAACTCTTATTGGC
EMPV1_00180 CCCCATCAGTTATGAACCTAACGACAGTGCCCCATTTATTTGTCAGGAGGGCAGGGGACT
EMPV1_00183 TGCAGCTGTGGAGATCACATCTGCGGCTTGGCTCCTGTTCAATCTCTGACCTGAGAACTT
EMPV1_00187 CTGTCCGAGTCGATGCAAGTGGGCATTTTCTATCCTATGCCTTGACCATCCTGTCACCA
EMPV1_00189 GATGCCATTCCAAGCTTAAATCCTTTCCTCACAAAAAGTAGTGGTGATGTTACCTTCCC
EMPV1_00191 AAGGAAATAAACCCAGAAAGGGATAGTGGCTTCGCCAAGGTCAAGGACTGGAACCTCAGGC
EMPV1_00193 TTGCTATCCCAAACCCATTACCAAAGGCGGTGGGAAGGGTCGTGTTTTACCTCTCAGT
EMPV1_00194 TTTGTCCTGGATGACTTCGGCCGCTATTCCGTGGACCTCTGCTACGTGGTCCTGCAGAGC
EMPV1_00195 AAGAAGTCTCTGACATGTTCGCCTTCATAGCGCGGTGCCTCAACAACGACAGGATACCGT
EMPV1_00196 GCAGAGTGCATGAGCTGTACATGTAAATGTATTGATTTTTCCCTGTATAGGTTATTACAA
EMPV1_00197 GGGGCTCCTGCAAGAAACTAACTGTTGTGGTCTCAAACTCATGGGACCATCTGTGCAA
EMPV1_00198 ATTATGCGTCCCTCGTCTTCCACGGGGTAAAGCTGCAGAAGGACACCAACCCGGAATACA
EMPV1_00199 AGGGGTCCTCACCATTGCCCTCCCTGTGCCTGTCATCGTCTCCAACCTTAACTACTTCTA
EMPV1_00200 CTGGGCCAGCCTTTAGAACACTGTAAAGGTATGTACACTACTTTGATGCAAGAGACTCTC
EMPV1_00202 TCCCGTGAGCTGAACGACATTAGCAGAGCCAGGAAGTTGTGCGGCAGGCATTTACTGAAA
EMPV1_00203 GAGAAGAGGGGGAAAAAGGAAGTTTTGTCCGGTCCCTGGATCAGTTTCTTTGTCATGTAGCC
EMPV1_00204 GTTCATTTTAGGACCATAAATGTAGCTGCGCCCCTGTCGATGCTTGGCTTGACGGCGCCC
EMPV1_00205 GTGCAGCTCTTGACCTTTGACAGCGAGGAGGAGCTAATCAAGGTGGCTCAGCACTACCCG
EMPV1_00206 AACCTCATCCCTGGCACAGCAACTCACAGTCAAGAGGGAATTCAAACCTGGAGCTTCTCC
EMPV1_00207 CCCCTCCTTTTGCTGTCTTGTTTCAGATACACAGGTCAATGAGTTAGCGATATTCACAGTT
EMPV1_00208 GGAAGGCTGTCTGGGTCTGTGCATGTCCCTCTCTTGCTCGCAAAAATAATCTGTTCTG
EMPV1_00212 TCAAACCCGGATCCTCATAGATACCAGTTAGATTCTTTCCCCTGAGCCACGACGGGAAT
EMPV1_00213 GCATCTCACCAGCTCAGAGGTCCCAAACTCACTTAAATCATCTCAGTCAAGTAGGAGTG
EMPV1_00216 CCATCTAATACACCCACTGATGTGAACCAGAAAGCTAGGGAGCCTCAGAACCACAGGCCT
EMPV1_00217 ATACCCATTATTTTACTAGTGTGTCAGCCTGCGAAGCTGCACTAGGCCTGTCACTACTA
EMPV1_00223 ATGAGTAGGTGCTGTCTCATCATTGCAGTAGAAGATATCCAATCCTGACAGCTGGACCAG
EMPV1_00224 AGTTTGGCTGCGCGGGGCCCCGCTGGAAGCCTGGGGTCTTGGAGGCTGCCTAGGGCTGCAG
EMPV1_00228 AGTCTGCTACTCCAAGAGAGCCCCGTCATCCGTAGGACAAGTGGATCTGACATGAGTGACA

EMPV1_00232 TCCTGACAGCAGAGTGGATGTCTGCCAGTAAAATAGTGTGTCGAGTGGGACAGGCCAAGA
EMPV1_00237 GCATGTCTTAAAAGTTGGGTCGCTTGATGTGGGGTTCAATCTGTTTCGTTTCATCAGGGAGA
EMPV1_00239 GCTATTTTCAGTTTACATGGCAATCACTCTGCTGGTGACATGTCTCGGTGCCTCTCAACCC
EMPV1_00242 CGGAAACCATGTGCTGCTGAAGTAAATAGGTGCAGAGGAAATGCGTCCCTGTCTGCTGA
EMPV1_00243 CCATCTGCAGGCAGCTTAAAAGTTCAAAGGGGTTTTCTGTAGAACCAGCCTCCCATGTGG
EMPV1_00245 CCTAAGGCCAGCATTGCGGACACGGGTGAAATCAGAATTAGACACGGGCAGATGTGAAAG
EMPV1_00247 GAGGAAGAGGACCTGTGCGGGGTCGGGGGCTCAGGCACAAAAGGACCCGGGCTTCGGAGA
EMPV1_00249 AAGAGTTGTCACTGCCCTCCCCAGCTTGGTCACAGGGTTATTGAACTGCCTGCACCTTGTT
EMPV1_00250 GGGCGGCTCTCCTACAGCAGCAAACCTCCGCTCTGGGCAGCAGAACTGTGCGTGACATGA
EMPV1_00251 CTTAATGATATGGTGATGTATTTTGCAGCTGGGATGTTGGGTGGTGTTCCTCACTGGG
EMPV1_00253 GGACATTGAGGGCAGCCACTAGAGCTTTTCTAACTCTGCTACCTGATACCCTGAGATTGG
EMPV1_00254 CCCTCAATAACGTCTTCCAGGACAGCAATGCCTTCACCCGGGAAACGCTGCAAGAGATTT
EMPV1_00256 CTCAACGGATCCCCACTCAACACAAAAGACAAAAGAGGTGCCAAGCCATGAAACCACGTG
EMPV1_00257 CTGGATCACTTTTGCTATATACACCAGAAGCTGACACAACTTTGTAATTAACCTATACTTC
EMPV1_00258 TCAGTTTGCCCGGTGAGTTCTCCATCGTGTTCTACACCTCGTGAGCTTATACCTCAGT
EMPV1_00259 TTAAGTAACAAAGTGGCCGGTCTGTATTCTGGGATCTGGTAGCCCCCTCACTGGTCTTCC
EMPV1_00261 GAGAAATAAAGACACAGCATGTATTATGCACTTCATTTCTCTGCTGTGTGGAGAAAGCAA
EMPV1_00262 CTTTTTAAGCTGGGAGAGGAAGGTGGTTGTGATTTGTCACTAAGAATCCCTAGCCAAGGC
EMPV1_00263 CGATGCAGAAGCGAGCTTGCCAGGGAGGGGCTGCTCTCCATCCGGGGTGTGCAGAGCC
EMPV1_00265 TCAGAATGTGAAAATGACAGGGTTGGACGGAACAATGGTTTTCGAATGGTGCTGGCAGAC
EMPV1_00267 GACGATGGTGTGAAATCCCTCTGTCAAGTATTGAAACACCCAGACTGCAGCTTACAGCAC
EMPV1_00268 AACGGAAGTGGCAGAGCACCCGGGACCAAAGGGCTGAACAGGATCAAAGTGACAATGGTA
EMPV1_00270 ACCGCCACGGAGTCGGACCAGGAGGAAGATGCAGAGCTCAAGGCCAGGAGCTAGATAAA
EMPV1_00271 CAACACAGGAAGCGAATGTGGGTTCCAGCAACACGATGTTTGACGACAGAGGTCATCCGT
EMPV1_00273 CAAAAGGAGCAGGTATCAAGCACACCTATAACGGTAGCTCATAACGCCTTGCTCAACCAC
EMPV1_00274 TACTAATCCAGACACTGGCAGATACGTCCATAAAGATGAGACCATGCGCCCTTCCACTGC
EMPV1_00275 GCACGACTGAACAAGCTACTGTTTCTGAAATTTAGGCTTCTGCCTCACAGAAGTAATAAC
EMPV1_00277 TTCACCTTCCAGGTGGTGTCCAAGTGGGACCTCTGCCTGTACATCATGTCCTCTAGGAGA
EMPV1_00278 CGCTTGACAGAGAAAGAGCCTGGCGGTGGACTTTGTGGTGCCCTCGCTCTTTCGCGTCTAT
EMPV1_00279 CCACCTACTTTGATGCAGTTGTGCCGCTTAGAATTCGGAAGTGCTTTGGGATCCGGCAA
EMPV1_00281 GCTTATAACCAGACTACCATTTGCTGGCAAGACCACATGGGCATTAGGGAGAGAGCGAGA
EMPV1_00287 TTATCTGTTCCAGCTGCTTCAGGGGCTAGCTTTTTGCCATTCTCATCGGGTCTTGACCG

EMPV1_00289 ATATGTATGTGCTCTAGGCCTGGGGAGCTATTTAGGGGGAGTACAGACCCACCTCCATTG
EMPV1_00290 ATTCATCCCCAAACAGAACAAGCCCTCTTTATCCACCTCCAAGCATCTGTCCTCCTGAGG
EMPV1_00291 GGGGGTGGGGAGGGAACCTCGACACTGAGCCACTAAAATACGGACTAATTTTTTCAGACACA
EMPV1_00294 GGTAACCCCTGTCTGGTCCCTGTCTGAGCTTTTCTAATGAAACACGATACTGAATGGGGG
EMPV1_00295 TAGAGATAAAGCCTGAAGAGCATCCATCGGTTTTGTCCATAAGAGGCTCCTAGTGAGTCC
EMPV1_00298 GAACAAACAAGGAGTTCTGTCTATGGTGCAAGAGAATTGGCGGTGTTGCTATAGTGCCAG
EMPV1_00301 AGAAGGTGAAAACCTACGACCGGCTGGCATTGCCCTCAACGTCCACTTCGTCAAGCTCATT
EMPV1_00302 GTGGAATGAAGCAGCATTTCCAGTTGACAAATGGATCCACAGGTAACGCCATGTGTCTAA
EMPV1_00305 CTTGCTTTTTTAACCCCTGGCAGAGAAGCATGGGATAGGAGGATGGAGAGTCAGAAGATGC
EMPV1_00310 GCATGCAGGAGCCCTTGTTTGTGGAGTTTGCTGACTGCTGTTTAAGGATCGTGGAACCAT
EMPV1_00311 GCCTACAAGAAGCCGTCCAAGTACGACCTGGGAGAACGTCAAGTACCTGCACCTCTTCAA
EMPV1_00314 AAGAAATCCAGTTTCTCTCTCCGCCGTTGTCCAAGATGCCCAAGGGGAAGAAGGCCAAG
EMPV1_00315 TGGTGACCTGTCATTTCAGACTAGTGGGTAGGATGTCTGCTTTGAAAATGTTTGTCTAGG
EMPV1_00316 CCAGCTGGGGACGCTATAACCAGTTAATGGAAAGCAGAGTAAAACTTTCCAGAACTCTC
EMPV1_00318 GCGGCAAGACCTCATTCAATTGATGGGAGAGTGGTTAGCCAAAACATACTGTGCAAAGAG
EMPV1_00319 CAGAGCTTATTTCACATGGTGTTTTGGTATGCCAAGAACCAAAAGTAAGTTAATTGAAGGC
EMPV1_00323 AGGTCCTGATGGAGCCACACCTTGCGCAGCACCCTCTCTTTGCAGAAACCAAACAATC
EMPV1_00326 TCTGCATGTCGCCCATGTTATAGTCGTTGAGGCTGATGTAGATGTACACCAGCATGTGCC
EMPV1_00327 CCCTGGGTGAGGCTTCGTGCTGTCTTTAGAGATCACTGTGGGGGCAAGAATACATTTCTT
EMPV1_00328 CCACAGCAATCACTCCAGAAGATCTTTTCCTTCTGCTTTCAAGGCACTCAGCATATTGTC
EMPV1_00330 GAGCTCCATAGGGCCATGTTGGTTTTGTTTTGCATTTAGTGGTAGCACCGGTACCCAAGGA
EMPV1_00332 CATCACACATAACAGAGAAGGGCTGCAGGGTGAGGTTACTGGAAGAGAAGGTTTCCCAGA
EMPV1_00333 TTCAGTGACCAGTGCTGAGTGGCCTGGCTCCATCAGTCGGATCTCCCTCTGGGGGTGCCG
EMPV1_00336 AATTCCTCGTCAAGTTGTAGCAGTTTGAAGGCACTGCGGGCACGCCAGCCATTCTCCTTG
EMPV1_00337 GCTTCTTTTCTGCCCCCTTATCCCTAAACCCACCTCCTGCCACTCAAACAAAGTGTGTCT
EMPV1_00342 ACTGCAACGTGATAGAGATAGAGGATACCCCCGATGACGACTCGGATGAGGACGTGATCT
EMPV1_00345 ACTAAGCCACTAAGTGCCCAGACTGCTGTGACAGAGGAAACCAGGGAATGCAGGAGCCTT
EMPV1_00346 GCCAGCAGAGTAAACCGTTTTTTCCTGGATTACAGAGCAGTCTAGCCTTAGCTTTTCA
EMPV1_00347 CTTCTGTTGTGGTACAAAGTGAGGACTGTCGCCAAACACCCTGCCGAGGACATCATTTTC
EMPV1_00348 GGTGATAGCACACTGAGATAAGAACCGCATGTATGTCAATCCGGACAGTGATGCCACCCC
EMPV1_00349 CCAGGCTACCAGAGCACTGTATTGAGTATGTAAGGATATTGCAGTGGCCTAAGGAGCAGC
EMPV1_00350 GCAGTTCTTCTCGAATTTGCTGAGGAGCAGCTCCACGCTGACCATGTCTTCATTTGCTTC
EMPV1_00352 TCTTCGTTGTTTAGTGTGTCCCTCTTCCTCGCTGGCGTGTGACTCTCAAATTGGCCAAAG
EMPV1_00353 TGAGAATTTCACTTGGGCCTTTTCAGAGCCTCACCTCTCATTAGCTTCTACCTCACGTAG

EMPV1_00354 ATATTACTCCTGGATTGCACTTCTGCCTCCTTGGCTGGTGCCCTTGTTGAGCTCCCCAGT
EMPV1_00355 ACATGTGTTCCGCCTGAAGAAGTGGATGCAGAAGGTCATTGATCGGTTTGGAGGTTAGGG
EMPV1_00358 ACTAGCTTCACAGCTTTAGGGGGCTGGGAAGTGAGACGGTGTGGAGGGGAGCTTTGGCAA
EMPV1_00361 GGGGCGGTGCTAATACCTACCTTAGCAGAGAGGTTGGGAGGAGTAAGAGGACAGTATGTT
EMPV1_00364 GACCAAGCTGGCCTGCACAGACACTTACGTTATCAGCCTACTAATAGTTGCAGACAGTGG
EMPV1_00367 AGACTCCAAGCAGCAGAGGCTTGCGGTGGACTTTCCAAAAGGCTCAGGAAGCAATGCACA
EMPV1_00368 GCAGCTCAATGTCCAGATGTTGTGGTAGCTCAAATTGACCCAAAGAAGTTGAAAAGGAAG
EMPV1_00369 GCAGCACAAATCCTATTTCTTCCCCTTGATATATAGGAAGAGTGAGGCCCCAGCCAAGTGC
EMPV1_00373 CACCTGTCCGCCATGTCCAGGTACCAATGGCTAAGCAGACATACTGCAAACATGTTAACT
EMPV1_00375 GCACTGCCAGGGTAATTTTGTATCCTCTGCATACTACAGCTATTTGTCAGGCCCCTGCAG
EMPV1_00377 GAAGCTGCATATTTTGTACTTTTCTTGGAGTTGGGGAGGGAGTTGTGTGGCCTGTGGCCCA
EMPV1_00378 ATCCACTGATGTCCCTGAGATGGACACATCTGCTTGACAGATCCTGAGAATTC AAGGCAG
EMPV1_00383 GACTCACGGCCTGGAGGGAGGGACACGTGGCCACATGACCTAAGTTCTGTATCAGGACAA
EMPV1_00384 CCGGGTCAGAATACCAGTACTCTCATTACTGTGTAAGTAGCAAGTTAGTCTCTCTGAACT
EMPV1_00385 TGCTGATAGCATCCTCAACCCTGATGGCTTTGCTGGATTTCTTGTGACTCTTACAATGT
EMPV1_00388 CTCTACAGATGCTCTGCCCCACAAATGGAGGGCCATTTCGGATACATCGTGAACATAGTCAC
EMPV1_00389 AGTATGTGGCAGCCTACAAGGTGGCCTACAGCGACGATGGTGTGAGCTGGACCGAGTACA
EMPV1_00390 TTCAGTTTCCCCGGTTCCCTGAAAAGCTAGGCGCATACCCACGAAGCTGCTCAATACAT
EMPV1_00392 CAGCGCAGGTATTTT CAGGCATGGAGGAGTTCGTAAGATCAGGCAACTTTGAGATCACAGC
EMPV1_00393 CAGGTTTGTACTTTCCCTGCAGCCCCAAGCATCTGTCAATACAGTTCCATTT CAGAGTGTG
EMPV1_00395 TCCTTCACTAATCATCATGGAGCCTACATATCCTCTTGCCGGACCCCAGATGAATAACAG
EMPV1_00396 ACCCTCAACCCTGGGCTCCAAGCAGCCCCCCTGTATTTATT CAGAGTTGGTACATAACAT
EMPV1_00397 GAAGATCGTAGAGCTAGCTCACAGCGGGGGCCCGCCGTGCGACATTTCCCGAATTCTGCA
EMPV1_00398 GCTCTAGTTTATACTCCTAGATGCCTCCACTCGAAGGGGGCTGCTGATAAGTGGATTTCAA
EMPV1_00399 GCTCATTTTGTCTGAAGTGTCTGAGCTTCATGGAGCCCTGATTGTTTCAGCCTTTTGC
EMPV1_00400 CTGAAAAC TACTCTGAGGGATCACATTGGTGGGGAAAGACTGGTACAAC TTCCCTCCCAC
EMPV1_00402 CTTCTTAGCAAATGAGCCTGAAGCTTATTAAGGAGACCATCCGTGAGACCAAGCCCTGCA
EMPV1_00404 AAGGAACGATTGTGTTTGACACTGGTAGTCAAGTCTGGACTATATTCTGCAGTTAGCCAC
EMPV1_00408 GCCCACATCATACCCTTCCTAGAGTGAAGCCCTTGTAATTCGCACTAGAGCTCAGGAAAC
EMPV1_00409 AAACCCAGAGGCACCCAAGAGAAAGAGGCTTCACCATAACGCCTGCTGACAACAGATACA
EMPV1_00410 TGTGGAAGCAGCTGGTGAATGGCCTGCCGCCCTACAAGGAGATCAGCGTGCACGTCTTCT
EMPV1_00413 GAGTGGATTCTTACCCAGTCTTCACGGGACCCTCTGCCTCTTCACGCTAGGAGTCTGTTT
EMPV1_00416 AACTCTGTACTTT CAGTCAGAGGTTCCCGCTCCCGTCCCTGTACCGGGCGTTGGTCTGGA
EMPV1_00417 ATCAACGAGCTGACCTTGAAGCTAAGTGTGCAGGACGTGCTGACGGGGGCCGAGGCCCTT

EMPV1_00418 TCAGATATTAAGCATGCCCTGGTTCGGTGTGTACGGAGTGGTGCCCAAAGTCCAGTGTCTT
EMPV1_00420 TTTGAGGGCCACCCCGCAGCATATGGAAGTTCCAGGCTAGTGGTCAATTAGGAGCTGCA
EMPV1_00422 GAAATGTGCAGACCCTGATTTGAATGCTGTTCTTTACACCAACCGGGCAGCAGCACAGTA
EMPV1_00426 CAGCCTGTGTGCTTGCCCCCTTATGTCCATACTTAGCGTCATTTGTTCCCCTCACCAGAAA
EMPV1_00428 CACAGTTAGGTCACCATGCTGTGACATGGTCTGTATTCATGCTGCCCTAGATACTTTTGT
EMPV1_00431 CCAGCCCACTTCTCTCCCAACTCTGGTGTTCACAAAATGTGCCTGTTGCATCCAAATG
EMPV1_00432 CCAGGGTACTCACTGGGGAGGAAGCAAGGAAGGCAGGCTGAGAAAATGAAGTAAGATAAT
EMPV1_00434 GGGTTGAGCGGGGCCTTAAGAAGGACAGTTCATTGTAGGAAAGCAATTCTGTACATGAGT
EMPV1_00436 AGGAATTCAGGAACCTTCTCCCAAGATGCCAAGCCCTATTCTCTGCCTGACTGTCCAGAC
EMPV1_00437 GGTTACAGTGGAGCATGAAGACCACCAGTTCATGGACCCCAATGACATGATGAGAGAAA
EMPV1_00438 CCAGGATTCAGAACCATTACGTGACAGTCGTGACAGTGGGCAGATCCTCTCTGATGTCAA
EMPV1_00440 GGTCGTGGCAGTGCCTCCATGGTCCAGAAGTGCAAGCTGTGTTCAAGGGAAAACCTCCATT
EMPV1_00444 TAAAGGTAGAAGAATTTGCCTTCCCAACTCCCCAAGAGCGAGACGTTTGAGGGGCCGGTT
EMPV1_00445 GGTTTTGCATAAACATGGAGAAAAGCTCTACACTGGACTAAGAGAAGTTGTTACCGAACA
EMPV1_00446 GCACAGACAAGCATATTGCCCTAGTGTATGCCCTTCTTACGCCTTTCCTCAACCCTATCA
EMPV1_00447 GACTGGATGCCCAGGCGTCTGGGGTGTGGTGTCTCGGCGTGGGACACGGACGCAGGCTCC
EMPV1_00448 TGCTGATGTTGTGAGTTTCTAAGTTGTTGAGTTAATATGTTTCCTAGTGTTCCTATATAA
EMPV1_00450 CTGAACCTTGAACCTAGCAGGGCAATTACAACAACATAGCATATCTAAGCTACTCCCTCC
EMPV1_00454 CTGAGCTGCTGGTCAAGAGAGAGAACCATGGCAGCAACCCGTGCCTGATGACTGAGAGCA
EMPV1_00456 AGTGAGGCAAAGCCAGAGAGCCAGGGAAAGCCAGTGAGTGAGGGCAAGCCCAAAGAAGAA
EMPV1_00458 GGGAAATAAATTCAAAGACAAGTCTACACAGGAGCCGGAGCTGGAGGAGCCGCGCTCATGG
EMPV1_00460 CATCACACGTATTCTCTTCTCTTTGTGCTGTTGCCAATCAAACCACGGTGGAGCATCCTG
EMPV1_00461 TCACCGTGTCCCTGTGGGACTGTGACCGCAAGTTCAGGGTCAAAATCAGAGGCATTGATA
EMPV1_00463 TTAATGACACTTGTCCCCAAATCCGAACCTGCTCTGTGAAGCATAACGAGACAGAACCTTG
EMPV1_00464 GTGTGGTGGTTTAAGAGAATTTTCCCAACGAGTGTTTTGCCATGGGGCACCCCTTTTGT
EMPV1_00467 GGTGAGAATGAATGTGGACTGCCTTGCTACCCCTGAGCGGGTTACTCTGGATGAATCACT
EMPV1_00470 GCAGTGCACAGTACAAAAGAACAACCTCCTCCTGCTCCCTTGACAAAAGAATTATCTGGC
EMPV1_00471 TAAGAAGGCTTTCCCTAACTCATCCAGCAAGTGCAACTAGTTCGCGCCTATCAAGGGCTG
EMPV1_00472 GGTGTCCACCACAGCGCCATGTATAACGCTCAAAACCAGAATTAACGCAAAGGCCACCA
EMPV1_00476 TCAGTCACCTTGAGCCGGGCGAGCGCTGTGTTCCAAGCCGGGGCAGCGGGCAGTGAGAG
EMPV1_00478 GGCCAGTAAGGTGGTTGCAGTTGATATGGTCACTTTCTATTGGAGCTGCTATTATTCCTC
EMPV1_00479 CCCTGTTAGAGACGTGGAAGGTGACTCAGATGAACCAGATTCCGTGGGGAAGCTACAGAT
EMPV1_00480 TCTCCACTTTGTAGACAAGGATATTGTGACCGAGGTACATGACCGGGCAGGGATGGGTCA
EMPV1_00481 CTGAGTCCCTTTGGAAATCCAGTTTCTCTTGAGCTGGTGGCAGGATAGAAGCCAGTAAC

EMPV1_00482 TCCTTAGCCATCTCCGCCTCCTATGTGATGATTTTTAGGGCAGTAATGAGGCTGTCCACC
EMPV1_00485 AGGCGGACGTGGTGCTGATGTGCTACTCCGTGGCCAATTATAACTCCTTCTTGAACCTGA
EMPV1_00486 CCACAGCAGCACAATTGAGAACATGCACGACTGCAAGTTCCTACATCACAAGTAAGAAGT
EMPV1_00487 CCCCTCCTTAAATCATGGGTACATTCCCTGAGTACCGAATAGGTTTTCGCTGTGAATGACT
EMPV1_00489 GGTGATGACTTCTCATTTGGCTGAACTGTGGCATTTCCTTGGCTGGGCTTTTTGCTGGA
EMPV1_00490 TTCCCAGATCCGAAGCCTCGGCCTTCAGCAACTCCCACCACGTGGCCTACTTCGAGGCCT
EMPV1_00492 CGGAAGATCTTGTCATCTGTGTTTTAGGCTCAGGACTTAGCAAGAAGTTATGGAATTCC
EMPV1_00496 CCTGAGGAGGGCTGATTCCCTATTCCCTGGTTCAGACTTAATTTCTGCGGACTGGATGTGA
EMPV1_00497 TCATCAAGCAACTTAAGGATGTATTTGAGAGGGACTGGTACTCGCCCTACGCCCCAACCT
EMPV1_00498 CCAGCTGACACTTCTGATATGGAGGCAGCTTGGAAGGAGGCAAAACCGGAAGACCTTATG
EMPV1_00499 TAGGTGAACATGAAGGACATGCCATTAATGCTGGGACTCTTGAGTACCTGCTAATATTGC
EMPV1_00502 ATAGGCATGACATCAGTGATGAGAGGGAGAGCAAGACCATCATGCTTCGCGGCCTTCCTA
EMPV1_00505 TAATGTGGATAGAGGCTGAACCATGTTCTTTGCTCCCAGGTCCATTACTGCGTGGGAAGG
EMPV1_00506 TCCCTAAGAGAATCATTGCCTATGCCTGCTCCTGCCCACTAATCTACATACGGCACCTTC
EMPV1_00507 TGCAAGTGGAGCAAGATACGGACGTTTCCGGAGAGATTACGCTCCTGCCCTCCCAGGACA
EMPV1_00509 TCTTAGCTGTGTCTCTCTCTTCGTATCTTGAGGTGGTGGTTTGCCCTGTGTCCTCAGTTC
EMPV1_00511 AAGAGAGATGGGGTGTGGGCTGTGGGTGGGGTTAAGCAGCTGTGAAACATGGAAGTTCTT
EMPV1_00512 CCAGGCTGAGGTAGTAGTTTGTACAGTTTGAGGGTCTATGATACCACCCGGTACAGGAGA
EMPV1_00513 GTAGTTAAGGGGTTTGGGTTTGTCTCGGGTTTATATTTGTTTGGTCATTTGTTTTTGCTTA
EMPV1_00514 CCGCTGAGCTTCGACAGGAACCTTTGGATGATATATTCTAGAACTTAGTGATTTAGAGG
EMPV1_00518 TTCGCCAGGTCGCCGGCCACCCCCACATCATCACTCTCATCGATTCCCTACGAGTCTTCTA
EMPV1_00520 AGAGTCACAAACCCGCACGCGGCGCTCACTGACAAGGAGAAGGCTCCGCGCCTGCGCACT
EMPV1_00521 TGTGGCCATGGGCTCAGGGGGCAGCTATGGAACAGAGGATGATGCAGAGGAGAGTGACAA
EMPV1_00522 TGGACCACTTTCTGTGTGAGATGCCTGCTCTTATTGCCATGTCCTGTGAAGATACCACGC
EMPV1_00525 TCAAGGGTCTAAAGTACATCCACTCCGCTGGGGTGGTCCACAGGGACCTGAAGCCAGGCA
EMPV1_00526 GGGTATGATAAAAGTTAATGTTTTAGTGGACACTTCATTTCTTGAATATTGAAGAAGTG
EMPV1_00528 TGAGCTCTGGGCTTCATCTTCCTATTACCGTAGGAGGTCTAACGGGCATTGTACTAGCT
EMPV1_00533 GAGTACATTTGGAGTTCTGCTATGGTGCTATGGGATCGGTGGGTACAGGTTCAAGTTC
EMPV1_00534 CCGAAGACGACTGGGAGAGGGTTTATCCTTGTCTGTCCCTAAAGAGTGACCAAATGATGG
EMPV1_00536 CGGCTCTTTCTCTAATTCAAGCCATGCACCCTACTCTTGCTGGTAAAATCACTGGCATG
EMPV1_00537 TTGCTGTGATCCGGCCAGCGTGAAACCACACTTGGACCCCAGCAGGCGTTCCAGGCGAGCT
EMPV1_00539 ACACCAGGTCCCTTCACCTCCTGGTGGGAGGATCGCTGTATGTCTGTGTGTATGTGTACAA
EMPV1_00540 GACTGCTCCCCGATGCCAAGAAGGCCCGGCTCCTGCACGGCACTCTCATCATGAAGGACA
EMPV1_00541 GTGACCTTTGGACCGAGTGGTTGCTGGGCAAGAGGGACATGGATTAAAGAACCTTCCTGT

EMPV1_00545 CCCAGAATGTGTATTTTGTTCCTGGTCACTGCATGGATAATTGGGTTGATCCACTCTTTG
EMPV1_00546 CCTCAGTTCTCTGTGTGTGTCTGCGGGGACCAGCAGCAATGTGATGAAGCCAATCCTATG
EMPV1_00547 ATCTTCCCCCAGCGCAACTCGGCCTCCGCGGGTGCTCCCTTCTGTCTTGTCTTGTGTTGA
EMPV1_00550 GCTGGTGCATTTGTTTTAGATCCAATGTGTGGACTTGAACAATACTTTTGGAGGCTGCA
EMPV1_00551 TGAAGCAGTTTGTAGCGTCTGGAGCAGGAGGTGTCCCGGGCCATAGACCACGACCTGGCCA
EMPV1_00552 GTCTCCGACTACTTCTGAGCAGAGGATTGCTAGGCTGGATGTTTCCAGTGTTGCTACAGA
EMPV1_00553 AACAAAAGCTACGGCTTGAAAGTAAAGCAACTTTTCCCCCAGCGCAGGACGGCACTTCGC
EMPV1_00554 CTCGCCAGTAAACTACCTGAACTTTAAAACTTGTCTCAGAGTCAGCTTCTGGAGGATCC
EMPV1_00556 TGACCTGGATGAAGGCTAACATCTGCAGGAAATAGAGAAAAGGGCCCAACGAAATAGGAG
EMPV1_00557 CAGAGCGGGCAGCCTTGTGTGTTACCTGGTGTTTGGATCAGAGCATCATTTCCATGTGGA
EMPV1_00558 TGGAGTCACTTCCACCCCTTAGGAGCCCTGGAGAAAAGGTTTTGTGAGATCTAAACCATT
EMPV1_00559 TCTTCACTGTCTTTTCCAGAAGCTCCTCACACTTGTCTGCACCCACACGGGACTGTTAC
EMPV1_00563 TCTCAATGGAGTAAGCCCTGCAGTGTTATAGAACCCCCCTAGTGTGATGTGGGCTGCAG
EMPV1_00564 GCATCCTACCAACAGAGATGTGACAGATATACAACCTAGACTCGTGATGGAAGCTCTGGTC
EMPV1_00566 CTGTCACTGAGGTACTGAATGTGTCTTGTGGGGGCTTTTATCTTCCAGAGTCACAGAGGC
EMPV1_00567 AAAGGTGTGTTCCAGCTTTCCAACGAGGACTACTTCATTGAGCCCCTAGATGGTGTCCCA
EMPV1_00568 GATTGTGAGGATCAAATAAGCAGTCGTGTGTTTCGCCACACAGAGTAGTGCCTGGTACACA
EMPV1_00570 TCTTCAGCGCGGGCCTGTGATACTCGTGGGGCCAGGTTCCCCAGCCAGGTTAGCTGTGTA
EMPV1_00571 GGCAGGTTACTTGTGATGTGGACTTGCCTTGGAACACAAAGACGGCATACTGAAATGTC
EMPV1_00576 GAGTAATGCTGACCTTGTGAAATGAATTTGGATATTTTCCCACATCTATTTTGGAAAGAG
EMPV1_00578 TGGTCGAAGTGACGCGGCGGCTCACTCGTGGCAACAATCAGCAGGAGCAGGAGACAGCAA
EMPV1_00579 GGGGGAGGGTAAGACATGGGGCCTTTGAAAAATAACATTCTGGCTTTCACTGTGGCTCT
EMPV1_00582 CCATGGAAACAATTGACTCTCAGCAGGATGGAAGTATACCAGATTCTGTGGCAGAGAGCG
EMPV1_00584 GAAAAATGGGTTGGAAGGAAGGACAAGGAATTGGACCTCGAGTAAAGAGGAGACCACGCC
EMPV1_00585 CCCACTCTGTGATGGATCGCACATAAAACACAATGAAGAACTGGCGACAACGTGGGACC
EMPV1_00586 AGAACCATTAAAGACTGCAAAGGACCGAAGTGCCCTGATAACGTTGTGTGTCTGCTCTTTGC
EMPV1_00587 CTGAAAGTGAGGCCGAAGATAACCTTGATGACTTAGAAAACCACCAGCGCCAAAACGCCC
EMPV1_00588 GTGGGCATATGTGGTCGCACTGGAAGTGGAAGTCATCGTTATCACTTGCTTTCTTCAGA
EMPV1_00590 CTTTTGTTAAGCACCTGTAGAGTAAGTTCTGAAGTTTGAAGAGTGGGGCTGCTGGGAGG
EMPV1_00591 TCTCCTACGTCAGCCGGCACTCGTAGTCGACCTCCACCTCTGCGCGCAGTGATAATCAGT
EMPV1_00592 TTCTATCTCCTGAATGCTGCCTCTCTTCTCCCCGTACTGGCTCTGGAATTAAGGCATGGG
EMPV1_00593 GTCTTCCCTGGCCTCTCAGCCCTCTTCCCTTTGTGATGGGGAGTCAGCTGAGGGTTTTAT
EMPV1_00594 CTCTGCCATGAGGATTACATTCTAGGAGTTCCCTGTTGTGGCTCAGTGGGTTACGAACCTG
EMPV1_00595 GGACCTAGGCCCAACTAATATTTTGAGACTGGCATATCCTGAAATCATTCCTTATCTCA

EMPV1_00596 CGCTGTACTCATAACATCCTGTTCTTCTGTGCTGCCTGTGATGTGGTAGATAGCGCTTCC
EMPV1_00600 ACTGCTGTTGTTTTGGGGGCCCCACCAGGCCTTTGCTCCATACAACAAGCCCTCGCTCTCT
EMPV1_00602 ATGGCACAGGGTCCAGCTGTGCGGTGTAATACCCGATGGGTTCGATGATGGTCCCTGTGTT
EMPV1_00605 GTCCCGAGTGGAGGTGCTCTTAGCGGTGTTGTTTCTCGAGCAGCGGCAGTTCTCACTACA
EMPV1_00607 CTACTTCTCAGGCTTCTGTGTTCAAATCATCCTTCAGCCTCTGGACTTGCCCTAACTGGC
EMPV1_00608 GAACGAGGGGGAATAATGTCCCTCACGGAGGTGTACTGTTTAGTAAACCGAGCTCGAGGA
EMPV1_00609 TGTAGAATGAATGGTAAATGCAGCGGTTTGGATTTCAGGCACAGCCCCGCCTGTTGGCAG
EMPV1_00611 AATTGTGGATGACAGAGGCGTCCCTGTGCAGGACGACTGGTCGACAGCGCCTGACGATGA
EMPV1_00613 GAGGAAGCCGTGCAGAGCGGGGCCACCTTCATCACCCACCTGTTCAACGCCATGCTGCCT
EMPV1_00616 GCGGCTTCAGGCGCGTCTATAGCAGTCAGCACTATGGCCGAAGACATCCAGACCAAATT
EMPV1_00618 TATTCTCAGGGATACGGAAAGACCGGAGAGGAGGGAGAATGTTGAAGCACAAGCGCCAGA
EMPV1_00620 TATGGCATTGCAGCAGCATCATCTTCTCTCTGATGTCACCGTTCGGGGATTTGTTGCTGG
EMPV1_00621 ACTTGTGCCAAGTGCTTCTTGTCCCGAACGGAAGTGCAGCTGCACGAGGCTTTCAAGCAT
EMPV1_00622 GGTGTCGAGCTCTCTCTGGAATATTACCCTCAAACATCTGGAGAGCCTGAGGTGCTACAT
EMPV1_00625 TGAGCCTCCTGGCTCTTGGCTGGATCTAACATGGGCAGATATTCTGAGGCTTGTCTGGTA
EMPV1_00626 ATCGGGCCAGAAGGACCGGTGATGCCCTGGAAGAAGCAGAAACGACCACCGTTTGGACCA
EMPV1_00628 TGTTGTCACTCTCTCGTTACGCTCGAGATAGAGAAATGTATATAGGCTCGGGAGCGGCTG
EMPV1_00629 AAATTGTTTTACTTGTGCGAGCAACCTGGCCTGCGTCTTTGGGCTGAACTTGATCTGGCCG
EMPV1_00632 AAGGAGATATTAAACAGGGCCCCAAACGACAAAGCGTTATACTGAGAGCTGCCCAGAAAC
EMPV1_00633 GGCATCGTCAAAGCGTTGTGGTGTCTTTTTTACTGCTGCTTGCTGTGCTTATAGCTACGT
EMPV1_00635 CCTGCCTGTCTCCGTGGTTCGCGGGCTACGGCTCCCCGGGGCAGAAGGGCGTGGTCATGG
EMPV1_00638 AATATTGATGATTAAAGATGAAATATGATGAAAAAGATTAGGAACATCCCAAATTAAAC
EMPV1_00643 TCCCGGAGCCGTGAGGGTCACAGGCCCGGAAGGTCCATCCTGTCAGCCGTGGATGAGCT
EMPV1_00647 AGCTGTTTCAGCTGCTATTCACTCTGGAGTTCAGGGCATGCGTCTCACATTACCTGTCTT
EMPV1_00650 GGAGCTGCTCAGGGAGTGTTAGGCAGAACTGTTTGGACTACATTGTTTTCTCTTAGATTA
EMPV1_00651 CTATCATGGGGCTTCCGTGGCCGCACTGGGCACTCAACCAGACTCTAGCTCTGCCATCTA
EMPV1_00653 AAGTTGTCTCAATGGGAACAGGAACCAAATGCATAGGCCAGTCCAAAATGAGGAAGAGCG
EMPV1_00655 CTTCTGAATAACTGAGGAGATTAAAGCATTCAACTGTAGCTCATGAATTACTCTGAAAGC
EMPV1_00658 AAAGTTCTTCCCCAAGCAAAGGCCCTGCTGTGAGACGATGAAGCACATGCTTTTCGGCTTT
EMPV1_00660 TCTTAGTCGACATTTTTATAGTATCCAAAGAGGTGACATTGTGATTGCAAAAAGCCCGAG
EMPV1_00664 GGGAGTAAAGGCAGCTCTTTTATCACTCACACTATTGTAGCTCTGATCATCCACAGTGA
EMPV1_00669 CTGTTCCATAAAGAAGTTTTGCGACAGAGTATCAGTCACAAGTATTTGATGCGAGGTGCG
EMPV1_00672 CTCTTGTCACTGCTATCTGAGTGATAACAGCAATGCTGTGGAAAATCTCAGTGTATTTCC

EMPV1_00674 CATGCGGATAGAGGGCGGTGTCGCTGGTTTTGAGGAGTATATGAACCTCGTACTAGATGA
EMPV1_00677 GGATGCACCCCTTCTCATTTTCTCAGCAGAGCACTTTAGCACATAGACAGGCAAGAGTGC
EMPV1_00679 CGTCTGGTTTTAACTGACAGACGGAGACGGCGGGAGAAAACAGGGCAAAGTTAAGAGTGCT
EMPV1_00681 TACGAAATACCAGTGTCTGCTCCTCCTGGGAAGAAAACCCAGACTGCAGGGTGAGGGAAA
EMPV1_00682 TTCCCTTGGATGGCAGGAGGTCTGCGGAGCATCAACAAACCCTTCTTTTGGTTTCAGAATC
EMPV1_00684 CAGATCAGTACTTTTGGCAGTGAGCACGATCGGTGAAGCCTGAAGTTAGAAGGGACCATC
EMPV1_00690 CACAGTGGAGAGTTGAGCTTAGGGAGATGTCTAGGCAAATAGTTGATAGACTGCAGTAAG
EMPV1_00692 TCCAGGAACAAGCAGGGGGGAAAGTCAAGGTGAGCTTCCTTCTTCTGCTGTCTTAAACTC
EMPV1_00693 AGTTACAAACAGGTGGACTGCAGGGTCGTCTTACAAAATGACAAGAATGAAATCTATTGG
EMPV1_00695 TTCGTCA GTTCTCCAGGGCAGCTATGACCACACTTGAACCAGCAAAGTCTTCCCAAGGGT
EMPV1_00697 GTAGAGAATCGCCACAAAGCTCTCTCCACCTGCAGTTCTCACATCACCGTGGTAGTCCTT
EMPV1_00698 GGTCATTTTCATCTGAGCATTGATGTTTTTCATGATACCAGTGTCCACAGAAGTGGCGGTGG
EMPV1_00701 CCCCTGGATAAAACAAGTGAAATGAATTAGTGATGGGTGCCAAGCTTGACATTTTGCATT
EMPV1_00705 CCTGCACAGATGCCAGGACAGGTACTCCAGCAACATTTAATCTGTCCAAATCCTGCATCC
EMPV1_00706 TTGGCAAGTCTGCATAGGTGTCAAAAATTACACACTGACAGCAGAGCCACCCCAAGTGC
EMPV1_00709 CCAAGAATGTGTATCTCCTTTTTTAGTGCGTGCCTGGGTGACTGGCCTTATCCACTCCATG
EMPV1_00710 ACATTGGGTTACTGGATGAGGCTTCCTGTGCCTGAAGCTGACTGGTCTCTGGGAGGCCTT
EMPV1_00712 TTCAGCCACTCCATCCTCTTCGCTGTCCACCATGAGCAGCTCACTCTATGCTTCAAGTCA
EMPV1_00715 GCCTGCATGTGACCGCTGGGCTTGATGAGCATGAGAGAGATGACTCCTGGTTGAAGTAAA
EMPV1_00716 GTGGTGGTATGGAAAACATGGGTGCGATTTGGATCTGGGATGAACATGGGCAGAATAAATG
EMPV1_00717 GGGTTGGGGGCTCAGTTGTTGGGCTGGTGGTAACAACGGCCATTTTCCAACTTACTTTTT
EMPV1_00719 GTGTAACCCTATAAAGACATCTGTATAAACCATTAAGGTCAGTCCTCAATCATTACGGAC
EMPV1_00720 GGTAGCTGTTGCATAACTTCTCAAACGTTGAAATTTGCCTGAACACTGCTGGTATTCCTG
EMPV1_00721 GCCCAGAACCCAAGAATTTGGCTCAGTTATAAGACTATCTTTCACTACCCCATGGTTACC
EMPV1_00722 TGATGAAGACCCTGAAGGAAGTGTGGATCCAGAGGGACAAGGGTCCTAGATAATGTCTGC
EMPV1_00723 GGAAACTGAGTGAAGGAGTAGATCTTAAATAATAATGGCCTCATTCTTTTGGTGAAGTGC
EMPV1_00725 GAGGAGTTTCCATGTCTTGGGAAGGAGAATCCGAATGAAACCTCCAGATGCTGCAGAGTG
EMPV1_00726 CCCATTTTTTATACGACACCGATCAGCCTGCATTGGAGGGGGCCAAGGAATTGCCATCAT
EMPV1_00727 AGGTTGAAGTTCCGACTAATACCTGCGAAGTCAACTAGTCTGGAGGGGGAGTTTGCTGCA
EMPV1_00728 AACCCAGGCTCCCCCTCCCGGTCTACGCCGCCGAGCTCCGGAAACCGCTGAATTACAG
EMPV1_00732 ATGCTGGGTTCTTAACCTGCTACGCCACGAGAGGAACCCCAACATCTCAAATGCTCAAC
EMPV1_00733 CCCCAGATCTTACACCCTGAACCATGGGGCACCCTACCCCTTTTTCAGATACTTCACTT
EMPV1_00734 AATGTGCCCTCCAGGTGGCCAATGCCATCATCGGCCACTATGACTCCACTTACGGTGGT
EMPV1_00735 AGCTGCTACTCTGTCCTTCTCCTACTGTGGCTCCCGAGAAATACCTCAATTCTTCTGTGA

EMPV1_00737 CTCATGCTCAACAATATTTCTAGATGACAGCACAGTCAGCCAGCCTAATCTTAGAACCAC
EMPV1_00742 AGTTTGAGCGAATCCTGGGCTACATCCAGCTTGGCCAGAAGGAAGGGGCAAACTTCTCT
EMPV1_00744 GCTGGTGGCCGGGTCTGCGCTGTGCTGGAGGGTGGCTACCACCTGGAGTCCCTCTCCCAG
EMPV1_00745 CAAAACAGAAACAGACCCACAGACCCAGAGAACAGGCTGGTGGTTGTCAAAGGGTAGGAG
EMPV1_00746 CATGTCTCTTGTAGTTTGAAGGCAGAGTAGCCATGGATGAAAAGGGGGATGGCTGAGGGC
EMPV1_00747 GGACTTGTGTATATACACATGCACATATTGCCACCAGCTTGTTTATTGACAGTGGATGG
EMPV1_00748 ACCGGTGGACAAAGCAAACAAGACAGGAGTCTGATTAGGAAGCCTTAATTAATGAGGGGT
EMPV1_00749 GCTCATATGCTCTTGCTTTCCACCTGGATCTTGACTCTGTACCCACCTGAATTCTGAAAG
EMPV1_00753 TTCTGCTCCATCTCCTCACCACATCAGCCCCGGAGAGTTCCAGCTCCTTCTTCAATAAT
EMPV1_00756 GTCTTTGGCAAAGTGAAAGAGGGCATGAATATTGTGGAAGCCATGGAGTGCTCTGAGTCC
EMPV1_00758 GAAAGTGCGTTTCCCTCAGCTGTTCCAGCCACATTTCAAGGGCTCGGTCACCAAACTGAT
EMPV1_00759 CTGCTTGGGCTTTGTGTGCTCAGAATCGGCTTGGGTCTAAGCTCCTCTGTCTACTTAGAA
EMPV1_00760 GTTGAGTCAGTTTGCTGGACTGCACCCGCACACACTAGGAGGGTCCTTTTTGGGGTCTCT
EMPV1_00762 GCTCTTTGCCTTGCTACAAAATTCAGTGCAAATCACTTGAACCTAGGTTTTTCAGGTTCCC
EMPV1_00763 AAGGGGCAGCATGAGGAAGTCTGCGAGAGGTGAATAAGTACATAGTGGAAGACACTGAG
EMPV1_00764 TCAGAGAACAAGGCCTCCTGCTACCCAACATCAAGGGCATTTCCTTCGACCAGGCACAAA
EMPV1_00765 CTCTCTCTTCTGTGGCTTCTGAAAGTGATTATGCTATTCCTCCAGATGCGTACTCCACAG
EMPV1_00767 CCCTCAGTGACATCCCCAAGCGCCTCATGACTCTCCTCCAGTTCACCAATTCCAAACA
EMPV1_00772 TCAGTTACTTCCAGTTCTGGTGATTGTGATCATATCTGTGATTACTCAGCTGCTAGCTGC
EMPV1_00775 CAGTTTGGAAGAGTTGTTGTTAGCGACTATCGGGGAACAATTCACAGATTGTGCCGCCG
EMPV1_00776 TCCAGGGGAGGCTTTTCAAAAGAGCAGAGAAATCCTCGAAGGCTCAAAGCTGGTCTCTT
EMPV1_00777 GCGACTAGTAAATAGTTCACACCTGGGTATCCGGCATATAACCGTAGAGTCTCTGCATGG
EMPV1_00778 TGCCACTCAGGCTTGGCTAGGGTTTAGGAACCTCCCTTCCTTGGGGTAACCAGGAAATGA
EMPV1_00780 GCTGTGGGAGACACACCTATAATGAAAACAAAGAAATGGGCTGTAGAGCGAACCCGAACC
EMPV1_00783 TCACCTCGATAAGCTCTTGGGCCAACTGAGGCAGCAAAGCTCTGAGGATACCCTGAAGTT
EMPV1_00786 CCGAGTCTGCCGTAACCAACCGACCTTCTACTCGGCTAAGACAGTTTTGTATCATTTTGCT
EMPV1_00788 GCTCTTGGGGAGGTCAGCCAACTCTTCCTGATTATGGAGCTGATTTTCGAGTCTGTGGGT
EMPV1_00794 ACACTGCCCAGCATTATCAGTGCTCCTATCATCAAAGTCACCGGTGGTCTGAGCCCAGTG
EMPV1_00795 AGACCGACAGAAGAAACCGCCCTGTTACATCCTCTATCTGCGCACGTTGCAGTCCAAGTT
EMPV1_00801 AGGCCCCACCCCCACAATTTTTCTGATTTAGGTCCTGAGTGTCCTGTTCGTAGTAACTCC
EMPV1_00802 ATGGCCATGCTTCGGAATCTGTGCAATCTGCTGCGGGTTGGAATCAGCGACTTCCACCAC
EMPV1_00803 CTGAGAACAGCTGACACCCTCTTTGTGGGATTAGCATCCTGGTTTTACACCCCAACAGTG
EMPV1_00804 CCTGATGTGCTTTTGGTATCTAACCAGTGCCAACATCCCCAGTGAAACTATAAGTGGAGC
EMPV1_00807 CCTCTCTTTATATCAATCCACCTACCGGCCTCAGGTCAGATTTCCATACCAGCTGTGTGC

EMPV1_00808 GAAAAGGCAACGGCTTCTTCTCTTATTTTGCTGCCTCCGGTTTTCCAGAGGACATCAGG
EMPV1_00810 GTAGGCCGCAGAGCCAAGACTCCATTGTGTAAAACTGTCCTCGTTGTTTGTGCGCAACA
EMPV1_00812 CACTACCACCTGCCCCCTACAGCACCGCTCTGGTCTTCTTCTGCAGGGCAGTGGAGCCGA
EMPV1_00813 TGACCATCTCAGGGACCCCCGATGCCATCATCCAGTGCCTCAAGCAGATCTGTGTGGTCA
EMPV1_00815 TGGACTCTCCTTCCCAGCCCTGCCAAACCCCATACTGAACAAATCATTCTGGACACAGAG
EMPV1_00816 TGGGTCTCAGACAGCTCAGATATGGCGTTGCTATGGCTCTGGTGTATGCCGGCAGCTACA
EMPV1_00817 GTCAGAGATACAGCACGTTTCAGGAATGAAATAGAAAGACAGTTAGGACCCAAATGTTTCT
EMPV1_00821 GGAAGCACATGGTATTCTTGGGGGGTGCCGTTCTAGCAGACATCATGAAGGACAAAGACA
EMPV1_00822 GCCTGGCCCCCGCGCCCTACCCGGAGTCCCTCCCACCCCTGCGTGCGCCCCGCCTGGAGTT
EMPV1_00824 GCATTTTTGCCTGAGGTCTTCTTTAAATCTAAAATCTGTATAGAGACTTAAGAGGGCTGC
EMPV1_00825 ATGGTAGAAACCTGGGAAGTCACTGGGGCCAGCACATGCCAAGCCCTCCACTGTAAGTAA
EMPV1_00827 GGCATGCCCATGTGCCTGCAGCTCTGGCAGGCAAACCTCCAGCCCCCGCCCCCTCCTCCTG
EMPV1_00831 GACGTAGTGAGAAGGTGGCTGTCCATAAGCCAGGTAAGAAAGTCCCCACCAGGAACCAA
EMPV1_00833 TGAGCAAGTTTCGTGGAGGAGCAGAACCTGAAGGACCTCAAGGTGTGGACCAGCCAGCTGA
EMPV1_00834 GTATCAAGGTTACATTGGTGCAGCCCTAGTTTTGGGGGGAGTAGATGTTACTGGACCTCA
EMPV1_00835 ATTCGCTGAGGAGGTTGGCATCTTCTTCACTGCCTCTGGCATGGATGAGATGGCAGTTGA
EMPV1_00837 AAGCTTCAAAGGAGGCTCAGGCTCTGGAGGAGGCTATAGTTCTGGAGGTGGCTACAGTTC
EMPV1_00839 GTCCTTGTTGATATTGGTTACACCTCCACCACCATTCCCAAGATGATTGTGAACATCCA
EMPV1_00840 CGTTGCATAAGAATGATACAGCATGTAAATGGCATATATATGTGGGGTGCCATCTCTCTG
EMPV1_00841 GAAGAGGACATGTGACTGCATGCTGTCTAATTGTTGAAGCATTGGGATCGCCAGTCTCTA
EMPV1_00843 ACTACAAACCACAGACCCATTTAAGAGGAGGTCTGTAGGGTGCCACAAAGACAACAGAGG
EMPV1_00844 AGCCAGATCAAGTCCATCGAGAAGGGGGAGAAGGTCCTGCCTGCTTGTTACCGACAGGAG
EMPV1_00846 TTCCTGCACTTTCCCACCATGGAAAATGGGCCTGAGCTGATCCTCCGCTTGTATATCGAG
EMPV1_00848 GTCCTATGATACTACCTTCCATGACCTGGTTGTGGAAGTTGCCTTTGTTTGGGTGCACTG
EMPV1_00850 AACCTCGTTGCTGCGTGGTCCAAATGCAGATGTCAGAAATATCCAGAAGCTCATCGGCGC
EMPV1_00851 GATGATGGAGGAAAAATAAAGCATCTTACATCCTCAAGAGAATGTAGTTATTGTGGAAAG
EMPV1_00854 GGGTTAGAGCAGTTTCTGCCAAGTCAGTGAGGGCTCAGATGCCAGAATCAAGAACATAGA
EMPV1_00855 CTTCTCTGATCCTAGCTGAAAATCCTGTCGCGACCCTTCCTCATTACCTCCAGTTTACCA
EMPV1_00856 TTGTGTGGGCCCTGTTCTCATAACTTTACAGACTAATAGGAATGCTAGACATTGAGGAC
EMPV1_00857 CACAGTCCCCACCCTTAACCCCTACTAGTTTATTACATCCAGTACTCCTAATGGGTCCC
EMPV1_00859 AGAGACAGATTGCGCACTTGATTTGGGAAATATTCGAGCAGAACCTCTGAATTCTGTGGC
EMPV1_00861 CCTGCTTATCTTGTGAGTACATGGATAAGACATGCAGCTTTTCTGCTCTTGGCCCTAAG
EMPV1_00863 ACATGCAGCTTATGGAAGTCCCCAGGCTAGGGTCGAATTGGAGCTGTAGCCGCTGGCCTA
EMPV1_00864 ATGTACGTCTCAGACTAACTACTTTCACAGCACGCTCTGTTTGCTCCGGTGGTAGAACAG

EMPV1_00865 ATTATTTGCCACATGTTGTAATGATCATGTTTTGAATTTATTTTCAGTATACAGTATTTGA
EMPV1_00866 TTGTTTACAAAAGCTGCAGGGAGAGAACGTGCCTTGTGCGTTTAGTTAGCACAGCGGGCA
EMPV1_00867 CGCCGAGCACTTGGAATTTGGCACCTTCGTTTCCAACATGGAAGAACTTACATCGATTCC
EMPV1_00869 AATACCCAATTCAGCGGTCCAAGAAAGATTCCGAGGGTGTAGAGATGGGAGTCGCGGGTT
EMPV1_00871 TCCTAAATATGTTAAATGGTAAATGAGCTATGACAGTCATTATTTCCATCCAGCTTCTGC
EMPV1_00872 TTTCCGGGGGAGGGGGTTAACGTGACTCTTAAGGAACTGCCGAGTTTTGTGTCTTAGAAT
EMPV1_00873 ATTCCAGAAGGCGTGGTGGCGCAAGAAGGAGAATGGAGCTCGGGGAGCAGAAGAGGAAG
EMPV1_00876 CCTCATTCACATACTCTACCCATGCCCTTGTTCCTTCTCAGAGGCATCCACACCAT
EMPV1_00877 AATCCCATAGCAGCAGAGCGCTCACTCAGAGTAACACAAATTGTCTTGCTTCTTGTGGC
EMPV1_00878 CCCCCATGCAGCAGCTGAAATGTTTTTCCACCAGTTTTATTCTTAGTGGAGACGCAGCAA
EMPV1_00879 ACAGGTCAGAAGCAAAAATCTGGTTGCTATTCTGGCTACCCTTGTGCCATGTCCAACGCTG
EMPV1_00880 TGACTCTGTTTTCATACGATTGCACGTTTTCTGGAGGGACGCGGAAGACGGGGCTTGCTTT
EMPV1_00882 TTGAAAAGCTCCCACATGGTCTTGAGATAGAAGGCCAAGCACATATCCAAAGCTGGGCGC
EMPV1_00884 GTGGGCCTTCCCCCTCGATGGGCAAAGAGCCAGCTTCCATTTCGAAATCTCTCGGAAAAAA
EMPV1_00885 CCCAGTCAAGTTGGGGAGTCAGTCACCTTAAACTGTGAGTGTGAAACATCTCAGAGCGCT
EMPV1_00886 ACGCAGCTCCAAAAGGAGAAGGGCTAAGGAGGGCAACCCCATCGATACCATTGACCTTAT
EMPV1_00888 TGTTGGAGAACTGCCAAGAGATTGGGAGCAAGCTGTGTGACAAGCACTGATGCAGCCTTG
EMPV1_00889 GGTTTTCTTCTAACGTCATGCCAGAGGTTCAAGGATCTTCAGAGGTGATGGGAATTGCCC
EMPV1_00890 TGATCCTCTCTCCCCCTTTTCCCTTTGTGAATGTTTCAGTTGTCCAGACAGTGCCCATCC
EMPV1_00892 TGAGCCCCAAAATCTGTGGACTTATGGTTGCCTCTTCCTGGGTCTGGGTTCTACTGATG
EMPV1_00896 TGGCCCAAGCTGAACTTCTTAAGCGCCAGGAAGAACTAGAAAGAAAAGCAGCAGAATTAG
EMPV1_00898 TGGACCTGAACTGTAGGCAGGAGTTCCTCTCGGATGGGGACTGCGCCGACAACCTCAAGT
EMPV1_00901 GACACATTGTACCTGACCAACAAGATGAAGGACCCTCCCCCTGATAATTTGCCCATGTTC
EMPV1_00902 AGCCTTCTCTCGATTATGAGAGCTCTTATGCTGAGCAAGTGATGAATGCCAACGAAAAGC
EMPV1_00904 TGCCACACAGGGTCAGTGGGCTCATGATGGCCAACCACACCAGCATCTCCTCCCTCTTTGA
EMPV1_00906 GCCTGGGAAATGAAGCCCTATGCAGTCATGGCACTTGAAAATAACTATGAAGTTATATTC
EMPV1_00912 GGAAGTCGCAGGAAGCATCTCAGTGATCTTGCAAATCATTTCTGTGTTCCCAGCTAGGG
EMPV1_00915 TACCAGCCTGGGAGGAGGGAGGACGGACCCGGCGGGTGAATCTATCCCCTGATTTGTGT
EMPV1_00917 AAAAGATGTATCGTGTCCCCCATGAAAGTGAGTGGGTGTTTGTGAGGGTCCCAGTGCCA
EMPV1_00920 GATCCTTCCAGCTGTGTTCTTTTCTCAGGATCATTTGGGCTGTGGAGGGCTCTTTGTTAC
EMPV1_00921 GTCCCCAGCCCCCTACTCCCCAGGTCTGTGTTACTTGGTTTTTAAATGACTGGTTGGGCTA
EMPV1_00922 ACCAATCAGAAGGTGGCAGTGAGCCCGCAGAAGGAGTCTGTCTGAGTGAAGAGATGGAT
EMPV1_00924 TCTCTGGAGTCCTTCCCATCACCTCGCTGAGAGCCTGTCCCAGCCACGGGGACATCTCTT
EMPV1_00925 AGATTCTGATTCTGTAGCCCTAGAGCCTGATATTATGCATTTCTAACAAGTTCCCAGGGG

EMPV1_00927	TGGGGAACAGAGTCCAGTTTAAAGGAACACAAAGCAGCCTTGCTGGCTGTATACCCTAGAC
EMPV1_00929	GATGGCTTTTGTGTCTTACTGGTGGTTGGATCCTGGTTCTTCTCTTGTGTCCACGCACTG
EMPV1_00930	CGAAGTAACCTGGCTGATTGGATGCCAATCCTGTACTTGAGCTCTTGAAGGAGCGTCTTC
EMPV1_00931	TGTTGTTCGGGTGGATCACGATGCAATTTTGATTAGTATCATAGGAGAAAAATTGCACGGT
EMPV1_00932	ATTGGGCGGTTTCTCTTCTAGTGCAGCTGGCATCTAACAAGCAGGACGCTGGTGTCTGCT
EMPV1_00934	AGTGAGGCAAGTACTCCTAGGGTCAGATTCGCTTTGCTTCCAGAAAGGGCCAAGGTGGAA
EMPV1_00937	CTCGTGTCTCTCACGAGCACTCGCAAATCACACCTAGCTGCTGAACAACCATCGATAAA
EMPV1_00938	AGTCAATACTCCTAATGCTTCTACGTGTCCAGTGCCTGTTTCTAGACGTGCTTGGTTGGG
EMPV1_00940	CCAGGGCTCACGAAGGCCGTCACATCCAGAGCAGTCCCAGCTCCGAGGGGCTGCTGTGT
EMPV1_00941	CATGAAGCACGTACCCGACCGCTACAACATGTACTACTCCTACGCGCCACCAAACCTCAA
EMPV1_00942	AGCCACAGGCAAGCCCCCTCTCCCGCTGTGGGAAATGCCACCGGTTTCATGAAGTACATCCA
EMPV1_00943	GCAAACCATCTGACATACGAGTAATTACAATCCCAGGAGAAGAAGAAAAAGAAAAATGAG
EMPV1_00944	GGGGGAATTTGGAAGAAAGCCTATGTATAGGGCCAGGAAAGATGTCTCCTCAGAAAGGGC
EMPV1_00945	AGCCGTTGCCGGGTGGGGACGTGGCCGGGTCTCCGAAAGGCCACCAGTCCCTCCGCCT
EMPV1_00949	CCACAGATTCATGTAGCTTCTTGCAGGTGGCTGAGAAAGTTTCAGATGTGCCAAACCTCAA
EMPV1_00954	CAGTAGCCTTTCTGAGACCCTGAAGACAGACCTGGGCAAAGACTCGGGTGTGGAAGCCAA
EMPV1_00957	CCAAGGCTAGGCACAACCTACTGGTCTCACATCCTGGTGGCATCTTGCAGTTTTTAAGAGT
EMPV1_00958	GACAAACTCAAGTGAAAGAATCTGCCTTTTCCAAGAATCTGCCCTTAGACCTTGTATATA
EMPV1_00959	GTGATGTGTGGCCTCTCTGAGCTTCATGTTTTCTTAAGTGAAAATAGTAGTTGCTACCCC
EMPV1_00960	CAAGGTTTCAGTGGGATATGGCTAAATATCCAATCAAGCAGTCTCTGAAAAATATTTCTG
EMPV1_00961	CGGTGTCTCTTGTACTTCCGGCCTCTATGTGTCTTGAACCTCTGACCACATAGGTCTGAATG
EMPV1_00962	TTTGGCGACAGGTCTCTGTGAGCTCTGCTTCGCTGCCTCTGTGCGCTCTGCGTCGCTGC
EMPV1_00963	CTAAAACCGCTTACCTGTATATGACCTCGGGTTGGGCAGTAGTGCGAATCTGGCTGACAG
EMPV1_00967	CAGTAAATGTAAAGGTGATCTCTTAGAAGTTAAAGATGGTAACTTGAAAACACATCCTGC
EMPV1_00968	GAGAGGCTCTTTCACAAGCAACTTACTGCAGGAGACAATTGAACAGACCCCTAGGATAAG
EMPV1_00969	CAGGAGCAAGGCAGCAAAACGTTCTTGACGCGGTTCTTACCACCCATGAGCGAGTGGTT
EMPV1_00970	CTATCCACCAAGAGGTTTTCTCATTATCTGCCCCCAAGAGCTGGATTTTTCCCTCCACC
EMPV1_00971	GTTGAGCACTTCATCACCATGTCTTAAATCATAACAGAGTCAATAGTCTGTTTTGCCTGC
EMPV1_00974	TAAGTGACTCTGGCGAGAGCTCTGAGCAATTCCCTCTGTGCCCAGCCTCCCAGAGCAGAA
EMPV1_00975	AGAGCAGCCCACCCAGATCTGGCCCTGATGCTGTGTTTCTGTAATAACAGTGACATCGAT
EMPV1_00976	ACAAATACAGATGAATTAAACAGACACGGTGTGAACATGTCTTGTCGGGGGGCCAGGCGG
EMPV1_00977	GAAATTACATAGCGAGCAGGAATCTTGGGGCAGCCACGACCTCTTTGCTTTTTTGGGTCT
EMPV1_00978	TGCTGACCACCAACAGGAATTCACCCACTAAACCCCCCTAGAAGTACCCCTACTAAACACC
EMPV1_00979	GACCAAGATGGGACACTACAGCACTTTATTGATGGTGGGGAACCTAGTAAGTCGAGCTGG

EMPV1_00981	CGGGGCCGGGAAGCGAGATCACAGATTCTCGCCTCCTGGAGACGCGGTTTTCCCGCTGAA
EMPV1_00983	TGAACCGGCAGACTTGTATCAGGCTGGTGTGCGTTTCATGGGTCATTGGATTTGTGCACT
EMPV1_00985	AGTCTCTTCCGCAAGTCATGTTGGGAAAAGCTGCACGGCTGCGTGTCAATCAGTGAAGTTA
EMPV1_00986	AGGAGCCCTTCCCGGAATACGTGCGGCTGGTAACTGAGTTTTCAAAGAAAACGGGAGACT
EMPV1_00987	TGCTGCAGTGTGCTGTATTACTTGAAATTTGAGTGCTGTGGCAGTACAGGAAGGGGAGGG
EMPV1_00988	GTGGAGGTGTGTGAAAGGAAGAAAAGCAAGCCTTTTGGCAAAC TAGAATCATCCCTGTCA
EMPV1_00989	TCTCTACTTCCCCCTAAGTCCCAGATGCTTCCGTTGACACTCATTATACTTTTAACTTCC
EMPV1_00990	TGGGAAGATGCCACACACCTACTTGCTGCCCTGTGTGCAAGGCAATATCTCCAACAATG
EMPV1_00991	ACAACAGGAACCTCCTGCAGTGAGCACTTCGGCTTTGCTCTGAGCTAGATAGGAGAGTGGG
EMPV1_00992	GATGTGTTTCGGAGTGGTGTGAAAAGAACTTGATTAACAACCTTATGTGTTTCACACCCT
EMPV1_00994	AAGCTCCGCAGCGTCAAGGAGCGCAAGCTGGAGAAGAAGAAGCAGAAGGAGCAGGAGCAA
EMPV1_00995	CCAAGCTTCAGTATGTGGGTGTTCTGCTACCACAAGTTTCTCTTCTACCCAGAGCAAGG
EMPV1_00996	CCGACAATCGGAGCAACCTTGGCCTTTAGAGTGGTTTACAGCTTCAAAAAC TGCTCTCAG
EMPV1_00998	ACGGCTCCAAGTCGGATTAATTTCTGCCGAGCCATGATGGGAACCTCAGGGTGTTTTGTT
EMPV1_00999	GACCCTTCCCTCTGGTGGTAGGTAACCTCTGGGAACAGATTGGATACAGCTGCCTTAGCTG
EMPV1_01000	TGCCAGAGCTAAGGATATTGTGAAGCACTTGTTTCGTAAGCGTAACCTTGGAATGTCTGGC
EMPV1_01002	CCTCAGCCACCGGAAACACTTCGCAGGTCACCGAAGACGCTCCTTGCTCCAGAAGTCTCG
EMPV1_01003	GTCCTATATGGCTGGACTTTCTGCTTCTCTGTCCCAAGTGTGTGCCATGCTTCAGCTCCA
EMPV1_01006	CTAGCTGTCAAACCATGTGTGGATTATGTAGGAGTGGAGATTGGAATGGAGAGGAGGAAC
EMPV1_01009	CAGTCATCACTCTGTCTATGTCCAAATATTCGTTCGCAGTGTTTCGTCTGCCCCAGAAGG
EMPV1_01011	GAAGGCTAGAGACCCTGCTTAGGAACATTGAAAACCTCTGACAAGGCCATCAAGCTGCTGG
EMPV1_01013	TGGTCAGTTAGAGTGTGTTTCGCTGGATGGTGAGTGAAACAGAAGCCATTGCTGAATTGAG
EMPV1_01014	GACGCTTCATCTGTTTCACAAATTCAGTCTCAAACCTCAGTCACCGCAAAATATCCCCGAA
EMPV1_01015	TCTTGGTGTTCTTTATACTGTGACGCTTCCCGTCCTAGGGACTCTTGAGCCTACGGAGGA
EMPV1_01016	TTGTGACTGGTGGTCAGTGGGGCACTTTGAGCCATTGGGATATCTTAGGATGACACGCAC
EMPV1_01018	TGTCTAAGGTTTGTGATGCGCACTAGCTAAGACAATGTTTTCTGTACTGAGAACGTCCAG
EMPV1_01019	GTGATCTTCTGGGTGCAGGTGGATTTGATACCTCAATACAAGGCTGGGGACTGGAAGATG
EMPV1_01021	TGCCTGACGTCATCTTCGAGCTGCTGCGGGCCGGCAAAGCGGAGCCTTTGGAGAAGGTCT
EMPV1_01025	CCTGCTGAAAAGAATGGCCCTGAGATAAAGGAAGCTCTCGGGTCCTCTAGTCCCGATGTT
EMPV1_01026	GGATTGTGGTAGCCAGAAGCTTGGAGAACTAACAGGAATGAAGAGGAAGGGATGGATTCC
EMPV1_01027	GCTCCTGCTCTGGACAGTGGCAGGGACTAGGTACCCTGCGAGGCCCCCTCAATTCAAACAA
EMPV1_01028	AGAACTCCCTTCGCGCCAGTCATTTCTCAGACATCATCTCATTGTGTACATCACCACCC
EMPV1_01029	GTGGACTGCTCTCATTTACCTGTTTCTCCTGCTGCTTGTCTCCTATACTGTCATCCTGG
EMPV1_01030	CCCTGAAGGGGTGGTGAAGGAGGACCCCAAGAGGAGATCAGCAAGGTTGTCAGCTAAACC

EMPV1_01031 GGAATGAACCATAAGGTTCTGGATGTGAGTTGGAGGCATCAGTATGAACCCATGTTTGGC
EMPV1_01032 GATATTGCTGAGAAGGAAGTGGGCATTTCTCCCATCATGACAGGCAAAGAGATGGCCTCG
EMPV1_01033 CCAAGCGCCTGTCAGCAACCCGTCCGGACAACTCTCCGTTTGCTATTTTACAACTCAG
EMPV1_01034 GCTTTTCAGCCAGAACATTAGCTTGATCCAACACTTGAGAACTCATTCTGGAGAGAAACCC
EMPV1_01035 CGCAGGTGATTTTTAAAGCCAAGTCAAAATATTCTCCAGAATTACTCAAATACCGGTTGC
EMPV1_01036 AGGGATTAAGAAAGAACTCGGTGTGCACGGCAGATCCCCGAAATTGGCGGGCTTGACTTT
EMPV1_01037 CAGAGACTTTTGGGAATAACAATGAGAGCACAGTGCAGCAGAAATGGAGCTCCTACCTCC
EMPV1_01038 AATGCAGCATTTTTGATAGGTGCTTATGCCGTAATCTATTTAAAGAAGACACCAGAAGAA
EMPV1_01040 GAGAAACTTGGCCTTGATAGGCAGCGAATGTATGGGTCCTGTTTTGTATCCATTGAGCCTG
EMPV1_01044 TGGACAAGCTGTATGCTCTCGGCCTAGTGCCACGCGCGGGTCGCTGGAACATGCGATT
EMPV1_01045 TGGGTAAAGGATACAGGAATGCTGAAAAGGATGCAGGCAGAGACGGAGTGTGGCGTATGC
EMPV1_01046 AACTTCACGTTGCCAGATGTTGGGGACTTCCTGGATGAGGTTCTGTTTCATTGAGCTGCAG
EMPV1_01049 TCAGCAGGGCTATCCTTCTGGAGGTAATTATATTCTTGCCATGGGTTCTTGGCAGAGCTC
EMPV1_01051 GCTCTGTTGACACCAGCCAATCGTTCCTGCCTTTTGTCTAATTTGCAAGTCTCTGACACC
EMPV1_01053 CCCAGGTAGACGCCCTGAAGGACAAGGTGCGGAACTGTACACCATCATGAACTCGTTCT
EMPV1_01056 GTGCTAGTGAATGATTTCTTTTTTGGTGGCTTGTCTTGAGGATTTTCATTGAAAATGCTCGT
EMPV1_01062 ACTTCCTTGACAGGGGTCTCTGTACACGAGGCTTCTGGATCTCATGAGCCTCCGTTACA
EMPV1_01064 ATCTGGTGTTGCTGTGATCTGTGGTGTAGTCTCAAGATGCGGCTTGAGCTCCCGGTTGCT
EMPV1_01065 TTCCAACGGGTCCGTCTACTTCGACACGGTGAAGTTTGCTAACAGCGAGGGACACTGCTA
EMPV1_01067 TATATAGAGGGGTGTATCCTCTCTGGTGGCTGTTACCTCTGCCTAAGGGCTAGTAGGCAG
EMPV1_01069 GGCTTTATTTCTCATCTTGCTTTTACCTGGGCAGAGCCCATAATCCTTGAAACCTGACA
EMPV1_01072 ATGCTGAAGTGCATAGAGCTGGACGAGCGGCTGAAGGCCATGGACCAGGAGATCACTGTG
EMPV1_01075 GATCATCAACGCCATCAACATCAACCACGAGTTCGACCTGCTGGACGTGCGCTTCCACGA
EMPV1_01077 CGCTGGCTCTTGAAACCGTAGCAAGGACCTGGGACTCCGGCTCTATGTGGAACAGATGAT
EMPV1_01081 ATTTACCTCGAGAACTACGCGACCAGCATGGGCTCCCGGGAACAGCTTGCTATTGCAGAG
EMPV1_01082 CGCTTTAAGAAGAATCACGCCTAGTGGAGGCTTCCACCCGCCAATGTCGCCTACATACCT
EMPV1_01086 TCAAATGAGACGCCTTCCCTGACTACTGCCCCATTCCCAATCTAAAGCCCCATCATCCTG
EMPV1_01089 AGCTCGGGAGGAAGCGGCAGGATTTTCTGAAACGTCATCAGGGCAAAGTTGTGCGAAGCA
EMPV1_01090 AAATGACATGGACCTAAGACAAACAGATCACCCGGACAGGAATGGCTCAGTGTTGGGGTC
EMPV1_01091 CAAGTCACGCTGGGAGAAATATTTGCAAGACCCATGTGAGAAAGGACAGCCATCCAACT
EMPV1_01093 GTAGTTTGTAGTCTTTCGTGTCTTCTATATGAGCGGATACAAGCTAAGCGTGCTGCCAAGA
EMPV1_01094 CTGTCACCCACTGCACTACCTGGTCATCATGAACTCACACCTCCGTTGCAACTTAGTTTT
EMPV1_01097 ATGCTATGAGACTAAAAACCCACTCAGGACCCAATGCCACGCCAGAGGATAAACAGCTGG

EMPV1_01098 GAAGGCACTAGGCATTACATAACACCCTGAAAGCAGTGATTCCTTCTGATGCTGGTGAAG
EMPV1_01099 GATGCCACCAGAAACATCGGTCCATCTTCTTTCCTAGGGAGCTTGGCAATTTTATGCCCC
EMPV1_01100 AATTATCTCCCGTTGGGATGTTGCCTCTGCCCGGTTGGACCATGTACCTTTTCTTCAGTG
EMPV1_01102 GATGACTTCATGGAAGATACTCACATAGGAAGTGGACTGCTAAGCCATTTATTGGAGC
EMPV1_01104 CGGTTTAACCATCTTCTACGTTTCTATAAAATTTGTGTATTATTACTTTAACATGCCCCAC
EMPV1_01110 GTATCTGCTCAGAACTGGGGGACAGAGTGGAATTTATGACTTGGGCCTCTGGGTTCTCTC
EMPV1_01113 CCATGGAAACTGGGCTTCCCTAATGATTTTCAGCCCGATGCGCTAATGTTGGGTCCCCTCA
EMPV1_01117 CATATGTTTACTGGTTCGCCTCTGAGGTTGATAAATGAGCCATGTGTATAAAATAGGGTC
EMPV1_01118 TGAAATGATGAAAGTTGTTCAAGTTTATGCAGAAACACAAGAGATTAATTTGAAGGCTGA
EMPV1_01119 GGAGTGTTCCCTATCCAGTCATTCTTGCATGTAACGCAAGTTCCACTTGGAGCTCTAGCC
EMPV1_01121 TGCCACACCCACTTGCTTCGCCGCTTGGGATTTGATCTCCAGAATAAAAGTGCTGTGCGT
EMPV1_01122 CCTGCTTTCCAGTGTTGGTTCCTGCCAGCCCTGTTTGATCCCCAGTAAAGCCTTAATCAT
EMPV1_01123 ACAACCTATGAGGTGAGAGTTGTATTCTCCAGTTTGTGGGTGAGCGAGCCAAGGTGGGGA
EMPV1_01126 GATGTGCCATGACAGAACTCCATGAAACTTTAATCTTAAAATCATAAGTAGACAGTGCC
EMPV1_01128 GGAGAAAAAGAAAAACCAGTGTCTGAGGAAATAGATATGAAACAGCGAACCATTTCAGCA
EMPV1_01131 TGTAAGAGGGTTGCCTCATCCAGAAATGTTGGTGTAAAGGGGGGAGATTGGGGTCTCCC
EMPV1_01134 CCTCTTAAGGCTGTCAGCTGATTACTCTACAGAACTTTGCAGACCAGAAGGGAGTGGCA
EMPV1_01135 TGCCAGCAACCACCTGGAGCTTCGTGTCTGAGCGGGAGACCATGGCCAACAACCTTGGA
EMPV1_01137 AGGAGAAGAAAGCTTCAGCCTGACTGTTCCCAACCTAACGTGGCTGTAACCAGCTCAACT
EMPV1_01138 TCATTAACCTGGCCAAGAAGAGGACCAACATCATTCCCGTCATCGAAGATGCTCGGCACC
EMPV1_01140 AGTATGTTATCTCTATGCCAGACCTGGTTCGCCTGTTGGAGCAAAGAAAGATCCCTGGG
EMPV1_01141 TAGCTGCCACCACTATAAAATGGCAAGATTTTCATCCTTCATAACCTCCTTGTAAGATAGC
EMPV1_01142 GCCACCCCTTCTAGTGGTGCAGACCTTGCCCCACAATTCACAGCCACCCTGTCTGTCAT
EMPV1_01143 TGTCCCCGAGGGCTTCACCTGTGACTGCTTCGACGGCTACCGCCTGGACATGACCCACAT
EMPV1_01144 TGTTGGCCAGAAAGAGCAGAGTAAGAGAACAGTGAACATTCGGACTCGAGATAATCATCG
EMPV1_01146 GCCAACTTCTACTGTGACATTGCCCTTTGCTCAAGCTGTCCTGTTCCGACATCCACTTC
EMPV1_01148 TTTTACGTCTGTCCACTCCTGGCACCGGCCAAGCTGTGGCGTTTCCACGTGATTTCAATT
EMPV1_01149 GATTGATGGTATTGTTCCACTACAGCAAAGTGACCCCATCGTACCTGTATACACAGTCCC
EMPV1_01152 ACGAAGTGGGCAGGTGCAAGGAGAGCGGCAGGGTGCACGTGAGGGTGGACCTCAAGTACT
EMPV1_01154 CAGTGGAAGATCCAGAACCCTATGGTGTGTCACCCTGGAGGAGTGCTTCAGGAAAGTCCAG
EMPV1_01155 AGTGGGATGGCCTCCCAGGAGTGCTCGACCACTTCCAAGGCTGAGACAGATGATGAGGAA
EMPV1_01156 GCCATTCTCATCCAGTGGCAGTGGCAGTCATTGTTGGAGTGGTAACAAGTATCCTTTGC
EMPV1_01157 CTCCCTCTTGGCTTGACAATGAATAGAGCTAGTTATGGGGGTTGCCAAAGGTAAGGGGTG

How the deposited data were processed for this re-analysis (not part of the article)

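Gene expression was measured on the EMPV1 array, a custom 4x44K Agilent array read in 2 colours, with RNA from 2 single cumulus-oocyte complexes (COC7 and COC4) of slaughterhouse ovaries. Both RNAs were hybridized on each of 2 arrays with the dyes exchanged, so each COC is 1 sample, the arrays are technical repeats, and nothing was measured about variation among complexes of either kind. The log2 ratios were made by the authors, who amplified and labelled the RNA, scanned the slides, subtracted background in GenePix Pro 6.0, normalized within and across arrays and analysed the result with limma in FlexArray 1.6. The method of normalization and the direction of the ratio are not given in the sources used here. That the scale is log2 was read from the 2-fold lines of Figure 7, and the direction was taken as Cy5 over Cy3 from the order of the channels in the labels alone. The spike-in RNAs show that both arrays run in the same direction of the dyes, not which one it is. The deposited values comprise 45220 spots, of which 43794 are probes for transcripts and 1426 are control spots. All 43794 probes have the same values in both deposited tables. Control spots are in 1 of these tables only, whose columns were assigned to array 1 and array 2 by the equal values of the probes.

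The sign of array 2 was turned and the arrays were averaged per probe. Probes with 1 gene symbol in the platform annotation were averaged per gene, and 3325 of 11938 symbols had several probes. Of 4740 named probes with a transcript accession, 2658 matched the RefSeq table of Sscrofa11.1, and 0 LOC symbols received another name. In the part of Additional file 12 that was used, 1205 of 1205 named probes carry the same symbol. Spots were counted at a mean of at least 2-fold in either direction, the threshold the paper states, with no test, since 1 COC on each side leaves no degrees of freedom. Pearson's r and Spearman's rho were computed across spots, which are not independent replicates. Before the data were examined, the lists of genes were fixed, as was the rule for naming genes: every gene the paper names for these arrays, the 10 genes farthest on each side among those past 2-fold with the same sign on both arrays, and the 4 members of each list farthest from 0. Only 7 genes on the COC7 side met the second part. Genes were to be chosen by their brightest probe where signals were at hand, and by the mean of their probes otherwise, as was done. Each list was set against 10000 random lists of as many genes. The lists cover oocyte and cumulus markers, genes of 4-cell embryos, oocyte-enriched, meiotic, cumulus and granulosa, and cumulus expansion genes, steroid and cholesterol synthesis, glycolysis, oxidative phosphorylation, ribosomal proteins, apoptosis, TGF-beta and BMP, and interleukin signalling, heat shock and stress, extracellular matrix, blood and immune cells, theca, stroma and vessel cells, housekeeping genes and olfactory receptors. Some genes are in several lists. The symbols the paper found only in COC were added as a further list after the data had been seen.

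Alternatives were each array alone, each array centred on its median, the median of each block of the slide removed (14 blocks along rows and 10 along columns), a 2-fold difference on each array, 1.5-fold in place of 2-fold, genes in place of probes, the full matrix in place of the series values, and Spearman's rho in place of Pearson's r. The analysis was tested on simulated data of 43794 probes. There, 100% of 100 probes with a log2 difference of 1.5 passed 2-fold, and 0 probes without a difference did. Of random lists, 6% had a median among the outermost 2.5% on either side. The simulated dye effect was equal on both arrays, so it cancelled, and the noise was that of negative control spots (SD 0.14). This checks the arithmetic only and cannot tell how many of the real probes past 2-fold are false. Channel signals, detection, and the arrays of pooled embryos were not analysed here. Of Additional files 5 and 6, 3512 and 1536 entries were read. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.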

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

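The tests of the dye and of bright probes on the lists of the COC4 side, of the dye on the gap between cumulus and oocyte genes and of pairs of probes on the dye part were chosen only after the result was seen.

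Several lists that the paper does not discuss lay on the COC4 side, outside the range of random lists: ribosomal proteins at a median of −0.41, housekeeping genes at −0.35, glycolysis at −0.28 and oxidative phosphorylation at −0.22. A dye effect that runs the same way on both arrays predicts opposite signs after turning. Of the 8 lists below 0 and outside random lists, 7 were below 0 on both arrays (the lists just named and 3 lists of cumulus genes). Cholesterol synthesis turned to 0.074 on array 2, which leaves that list open. A dye effect of equal size cancels in the mean that picked these lists, so the test bears only on one of unequal size. An effect that changes direction between the arrays would not be seen. A ratio that drifts with signal predicts bright probes on the same side. In the part of the paper's Additional file 12 that was used, the 86 probes with an intensity of 12 or more had a median of 0.209. Their median without turning was −0.199, so their dye part was nearly as large. None of the ribosomal protein, glycolysis and oxidative phosphorylation genes named above has an intensity in that part. The bright probes therefore cannot decide for these lists, and such a drift stays open. Position on the slide was tested by removing block medians, which left the ribosomal median at −0.41. A difference between the 2 complexes, or between their RNA preparations before labelling, stays open, as do cells of theca, stroma or vessels carried along, and no test between the complexes was possible with 1 COC on each side.

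On the mean of both arrays, cumulus and oocyte genes lay on opposite sides. On array 1 alone the oocyte-enriched median was −0.021 (percentile 41.9), on the same side as the cumulus and granulosa median. In the mean, the cumulus and granulosa median was −0.20 from the oocyte-enriched median, where the range of random pairs was −0.068 to 0.068. A candidate explanation is a larger share of cumulus RNA in COC4, which predicts such a gap, although between the marker genes that the paper names it was 0.092 on array 1 and −0.82 on array 2. Ribosomal proteins lay farther from the oocyte-enriched median, at −0.51, so a gap of this kind was not particular to cumulus genes. A dye effect that runs the same way on both arrays predicts a gap that turns sign with the dye. The gap between the wider lists was −0.15 or farther from 0 on either array, which argues against it as the whole explanation for these lists. No range of random pairs was computed on single arrays, and the gap between the named markers did turn sign. A ratio that drifts with signal stays open for the oocyte genes, since the bright probes lay on the COC7 side too, at 0.209, and the random lists were not matched on signal. Whether the cumulus cells themselves differed between the complexes was not tested.

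The part of the ratio that follows the dye was larger than the part that follows the COC. This also held in spots that bind no transcript, with an SD of 0.13 against 0.10 in negative control spots and 0.19 against 0.11 in dark corner spots. Position on the slide took 10.5% of the variance of the mean without turning, although in the dark corner spots this mean followed the slide row at r = 0.813. A property of the transcript may be involved, since 2 probes of 1 gene had a correlation of 0.283 in this mean over 1787 genes, which are not independent replicates, against at most 0.0922 for random pairs. For the turned mean the same correlation was 0.469. No biological explanation was tested.

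Genes that the paper does not discuss, with several probes all past 2-fold, were RGS5 at −2.13 and VCAN at −1.10 on the COC4 side, and MACROD1 at 1.16 and GALK1 at 1.19 on the COC7 side. Negative control and dark corner spots lay at most 0.88 from 0, so the 2-fold threshold alone places these genes beyond them. Outside random lists were also the meiotic genes at 0.086 and the cholesterol synthesis genes at −0.11. The 8 spots that carry no name in the deposited matrix had a median log2 ratio of 5.78 on array 1 (4.34 to 7.53) and 3.39 on array 2 (0.37 to 7.10).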

How the results depend on the processing

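Removing block medians of the slide and the list of symbols found only in COC were chosen only after the data had been seen. The number of probes past 2-fold was 77 with each array centred on its median, 69 with block medians removed and 76 from the full matrix. It was 326 to 620 on single arrays, where the dye is not balanced, 14 with 2-fold required on each array, 746 at 1.5-fold and 18 when genes were counted. The single arrays decide several lists. On array 1 alone the oocyte-enriched median was −0.021, and on array 2 alone the cholesterol synthesis median was 0.074, each with its sign reversed, and the cause beyond the unbalanced dye was not tested. The medians on single arrays ran over −0.45 to −0.27 for the cumulus markers, −0.021 to 0.28 for oocyte-enriched, 0.016 to 0.075 for meiotic and −0.17 to −0.12 for expansion genes, −0.37 to 0.074 for cholesterol synthesis, −0.089 to 0.018 for apoptosis, 0.022 to 0.027 for TGF-beta and BMP signalling, −0.13 to −0.037 for extracellular matrix, −0.085 to 0.0033 for blood and −0.056 to −0.051 for theca, stroma and vessel cells. With block medians removed, the TGF-beta and BMP median was −0.0017. Of 102 named genes, 17 had the other sign on array 2 alone, 12 on array 1 alone and 1 with block medians removed, and of 22 lists 5, 5 and 2 did. Centring left the sign of every named gene and list as it was. With block medians removed, r between the turned arrays was −0.233 and the mean without turning passed 2-fold at 102 probes. Not run, for want of signals, were loess on signal, the filter on dim probes, the choice of the brightest probe, the counts of detected probes and of detected OR probes, and their alternatives. By the paper's intensity, known for 1999 probes, the SD of the log2 ratio went from 0.12 under 7 to 0.35 at 12 or more, and no probe under 8 passed 2-fold. The random lists, not matched on signal, include dim probes.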

Differences from the paper's values

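The paper counts 28,715 positive transcripts for Additional file 12, of which 1999 entries were used here, so the paper's intensities are given only for genes in that part, and no alternative set before the data were examined bears on it. The paper counts 72 spots past 2-fold, and 76 were counted here at its stated threshold. The 2 counts need not cover the same spots. The paper excluded flagged spots and used limma, while the 76 were counted over all 43794 probes from the mean of the arrays. The count was 77 with each array centred on its median and 69 with block medians of the slide removed, an alternative chosen after seeing the values, and the other counts are given with the processing.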

Other observations

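The names of unnamed probes and the genes of 2 enzyme families were looked up, and the test of other ovarian cells was chosen, only after the result was seen. In Additional file 5, 2 probes past 2-fold with no symbol in the platform annotation are GSTA2, an alpha-class glutathione transferase, at −1.59 ± 0.16 and −1.28 ± 0.093, beside GSTA4, and another is LOC733634, whose human match in Additional file 6 is AKR1C1, at −1.16 ± 0.38, beside AKR1CL1. These are probes picked for passing 2-fold, and other members of both enzyme families differed less. Of 7 measured genes whose symbols start with GST, 5 were below 0 and 2 above, with a median of −0.076, and GSTA1 was at −1.79 on array 1 and 0.96 on array 2. Of 4 measured genes whose symbols start with AKR, 4 were below 0, among them AKR1E2 at −0.68 ± 0.41, AKR1D1 at −0.020 ± 0.14 and the gene that the annotation names AKR1C1 at −0.015 ± 0.16. Of 35 unnamed probes past 2-fold, 6 were named in this way. The others were LOC100523705, with the human match TMEM140, at 1.16 ± 0.044, UCHL5, a deubiquitinase, at 1.02 ± 0.34 and RSL24D1, a ribosome assembly factor, at −1.01 ± 0.62.

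On the mean of both arrays, steroid, stress, matrix and signalling lists lay within the range of random lists. Steroid synthesis genes had a median of −0.057 over 19 genes (percentile 3.51), with the granulosa receptor NR5A2 on the COC4 side and NR0B1, a nuclear receptor that represses steroid synthesis, at 0.73 ± 0.14. This median was −0.22 on array 1 against 0.087 on array 2, and with block medians of the slide removed it was −0.072 (percentile 1.25), outside that range. Heat shock and stress genes had −0.042 over 33 genes (percentile 3.1), and HSP90B1, a chaperone of the endoplasmic reticulum, was at −0.50 ± 0.28 and JUN, a transcription factor, at 0.49 ± 0.48. The median of this list was −0.11 on array 1 against 0.097 on array 2, and with block medians removed it was −0.055 (percentile 0.65), also outside. Extracellular matrix genes had −0.0092 over 33 genes (percentile 26.7), with MMP9, a gelatinase, at 0.48 ± 1.03 and TIMP3, an inhibitor of such proteases, at −0.36 ± 0.77, and their median on array 2 alone, −0.13, lay below each of the random lists. TGF-beta and BMP signalling genes had 0.0083 over 44 genes (percentile 54.6), with SMAD2, a signal transducer, at −0.34 ± 0.16. Interleukin signalling genes had 0.037 over 44 genes (percentile 90.8), with IL18, a cytokine, at −0.61 ± 0.71 and TYK2, a kinase of cytokine receptors, at −0.36 ± 0.19. The median of this list was 0.0063 on array 1 and 0.085 on array 2. DSTN, PAIP1 and UBE4B, which the paper discusses for embryos, had 0.090 ± 0.18, 0.13 ± 0.055 and 0.0069 ± 0.011 between the COCs.

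RGS5 is known from the smooth muscle and pericytes of vessels, so vessel or stroma cells carried into COC4 were tested as a candidate explanation for its contrast and for the lists on the COC4 side. The theca, stroma and vessel list lay at percentile 33.3 of random lists, but with 8 members above 0 and 11 below, and with RGS5, DCN and CLDN5 on the COC4 side on both arrays, this median decides nothing, and such cells stay open. Against them, other members, named after their values were seen, lay near 0, PECAM1, VWF, KDR, TEK and TIE1 of endothelial cells and PDGFRB and TAGLN of pericytes and smooth muscle, from −0.045 to 0.095. Of its 19 measured genes, 1 is also in the cumulus and granulosa list and 4 in the extracellular matrix list. Levels of its most abundant genes were not computed, since no signals were analysed here, so members near background were not told from the rest.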
